# The db/db Mouse: A Useful Model for the Study of Diabetic Retinal Neurodegeneration

**DOI:** 10.1371/journal.pone.0097302

**Published:** 2014-05-16

**Authors:** Patricia Bogdanov, Lidia Corraliza, Josep A. Villena, Andrea R. Carvalho, José Garcia-Arumí, David Ramos, Jesús Ruberte, Rafael Simó, Cristina Hernández

## Abstract

**Background:**

To characterize the sequential events that are taking place in retinal neurodegeneration in a murine model of spontaneous type 2 diabetes (db/db mouse).

**Methods:**

C57BLKsJ-db/db mice were used as spontaneous type 2 diabetic animal model, and C57BLKsJ-db/+ mice served as the control group. To assess the chronological sequence of the abnormalities the analysis was performed at different ages (8, 16 and 24 weeks). The retinas were evaluated in terms of morphological and functional abnormalities [electroretinography (ERG)]. Histological markers of neurodegeneration (glial activation and apoptosis) were evaluated by immunohistochemistry. In addition glutamate levels and glutamate/aspartate transporter (GLAST) expression were assessed. Furthermore, to define gene expression changes associated with early diabetic retinopathy a transcriptome analyses was performed at 8 week. Furthermore, an additional interventional study to lower blood glucose levels was performed.

**Results:**

Glial activation was higher in diabetic than in non diabetic mice in all the stages (p<0.01). In addition, a progressive loss of ganglion cells and a significant reduction of neuroretinal thickness were also observed in diabetic mice. All these histological hallmarks of neurodegeneration were less pronounced at week 8 than at week 16 and 24. Significant ERG abnormalities were present in diabetic mice at weeks 16 and 24 but not at week 8. Moreover, we observed a progressive accumulation of glutamate in diabetic mice associated with an early downregulation of GLAST. Morphological and ERG abnormalities were abrogated by lowering blood glucose levels. Finally, a dysregulation of several genes related to neurotransmission and oxidative stress such as UCP2 were found at week 8.

**Conclusions:**

Our results suggest that db/db mouse reproduce the features of the neurodegenerative process that occurs in the human diabetic eye. Therefore, it seems an appropriate model for investigating the underlying mechanisms of diabetes-induced retinal neurodegeneration and for testing neuroprotective drugs.

## Introduction

Diabetic retinopathy (DR) is the most common complication of diabetes and one of the leading causes of preventable blindness [1]. Current treatments for DR are applicable only at advanced stages of the disease and are associated with significant adverse effects [2], [3]. Therefore, new pharmacological treatments for the early stages of the disease are needed. However, the mechanisms involved in the onset of DR are still poorly understood.

Emerging evidence suggests that retinal neurodegeneration is an early event in the pathogenesis of DR [4]–[8] which participates in the microcirculatory abnormalities that occur in DR [9]–[13]. Consequently, new therapeutic strategies based on neuroprotection have been proposed [14]–[15].

The experimental model currently used to study retinal neurodegeneration in DR is the rat with streptozotocin-induced diabetes (STZ-DM). However, since STZ is neurotoxic itself [16], a debate has arisen regarding the appropriateness of this model for examining retinal neurodegeneration shortly after STZ administration. A second rodent model, the Ins2Akita (Akita) mouse, which contains a dominant point mutation in the gene encoding for insulin-2 that induces spontaneous type 1 diabetes in the B6 mouse strain, reproduces some findings of the neurodegenerative process that occurs in the human diabetic retina [17]. However, both STZ-DM and Akita mouse are models of type 1 diabetes and further characterization of the neurodegenerative process in type 2 models is needed.

In recent years the C57BL/KsJ-*db/db* mouse has been used as a spontaneous diabetic model of type 2 diabetes to investigate the pathogenesis of DR [17]–[23]. The C57BL/KsJ-*db/db* mouse carries a mutation in the leptin receptor gene and is a well-established model of obesity-induced type 2 diabetes. Several authors have reported the presence of retinal neurodegeneration (apoptosis, glial activation and retinal thinning) in this model [19], [22]. Therefore, C57BL/KsJ-*db/db* seems appropriate for investigating the underlying mechanisms of retinal neurodegeneration associated with diabetes and for testing new drugs. However, the characterization of the retinal neurodegenerative process and its functional consequences in db/db mice is far from being completed. In addition, whether neurodegeneration can be attributed to genetic factors rather than to diabetes is a question which remains to be elucidated.

In the present study we have characterized the neurodegenerative process that occurs in the retina of C57BL/KsJ-*db/db* mice by examining morphological, biochemical and functional abnormalities in a sequential manner (8, 16, 24 weeks). Moreover, a transcriptomic analysis in 8-week old diabetic mice was performed to identify new potential causative candidates of DR. In addition, we have demonstrated that the neurodegenerative process is significantly arrested after blood glucose levels have been lowered. Overall, our results suggest that C57BL/KsJ-*db/db* reproduces the neurodegenerative features that occur in the human diabetic eye, and is an appropriate experimental model for studying the mechanisms involved in diabetes-induced retinal neurodegeneration.

## Methods

### Animals

A total of 90 C57BL/KsJ-*db/db* male mice obtained from Harlan Laboratories, Inc. were divided into two groups: 45 non-diabetic (db/+) and 45 diabetic mice (db/db). To assess the chronological sequence of the retinal abnormalities associated with diabetes, 15 diabetic mice (db/db) were compared with 15 age-matched non-diabetic mice (db/+) at different ages (8, 16 and 24 weeks). Blood glucose concentrations were measured from the tail vein (glucose assay kit; Abbott). Mice were housed under controlled conditions of temperature (20°C) and humidity (60%) with a 12-hour light/dark cycle and had free access to food and water.

#### Interventional study

Diabetic mice (db/db) 8 weeks old received diet *ad* libitum (n = 10) or restrictive diet (normal chow diet restricted to 60% of total daily calories; n = 10) for 15 days. Ten non-diabetic mice matched by age served as control group. At day 15 the animals were euthanized by cervical dislocation and the eyes enucleated.

This study was approved by the Animal Care and Use Committee of VHIR (Vall d’Hebron Research Institute). All the experiments were performed in accordance with the tenets of the European Community (86/609/CEE) and ARVO (Association for Research in Vision and Ophthalmology).

### Electroretinography

Before retinal electrophysiological tests, the animals were dark-adapted (12 hours overnight) and anesthetized under a dim red light with a 2% isoflurane/O2 mixture. Pupils were dilated with topic 1% tropicamide and ciclopegic was applied on the corneal surface. Full field electroretinography (ERG) recordings were measured using an HMsERG (Ocuscience) with two recording channels. Recordings were measured from corneal electrodes attached to the corneas by a lens embedded in 1% methylcellulose to avoid cornea dehydratation. Two needle probes were inserted for reference subcutaneously between each jaw and a grounding probe were inserted into the base of the tail. Then their noses were inserted into a mini Ganzfeld flash photo-stimulator with white LED.

Scotopic ERG stimuli were simultaneously recorded from both eyes of dark-adapted (12–16 hours) mice. Light stimuli were delivered via a Ganzfeld light source with flash intensities from 30 to 30000 mcd.s/m^−2^. Responses were amplified 5000X, high-pass filtered with a 10-Hz cutoff frequency, and low-pass filtered at 300 Hz using an amplifier. The ERG voltage and stimulus- monitor signals were digitalized with hardware (HMsERG) and software (HMsERG View) from Ocuscience. Data were recorded at either 0.2 or 0.5 ms/pt. A stimulus set consisted of 3 to 20 responses at the same wavelength and intensity of light. The oscillatory potentials (OPs) were isolated by a band-pass filtering the retinal response between 34 and 300 Hz. We chose 34 Hz as a cutoff frequency to avoid any loss of signal power, especially for the slower OPs of diabetic animals. OPs were isolated for a light stimulus of 3000 mcd.s/m^−2^.

The amplitude and implicit time of the ERG a-and b-waves were measured at the maximum negative and positive peaks of the recordings with respect to the baseline before stimulation. As recommended by the ISCEV (International Society for Clinical Electrophysiology of Vision) [24] OP amplitudes were measured from the negative peak to the next positive peak whereas OP latencies were measured at the positive peaks. We added up OP amplitudes (ΣOP amplitude) and implicit time (ΣOP implicit time) for the first 5 OPs.

### Tissue Processing

Mice were euthanized by cervical dislocation. The eyes were immediately enucleated and the neuroretina was separated. The neuroretina from one of the eyes was frozen in liquid nitrogen and stored at –80°C for protein assessments. The other eye was flash frozen in Tissue Freezing Medium (TFM, Electron Microscopy Sciences), by immersion in liquid nitrogen, and cryosectioned at 8 µm through the dorsal/ventral plane. Sections were mounted on slides and stored at −80°C. These sections were prepared for the assessment of retinal morphology, evaluation of GFAP and TUNEL immunoreactivity. For caspase-3 immunohistochemistry, the eyes were fixed overnight in 10% neutral buffered formalin and embedded in paraffin. Ocular globes embedded in paraffin were sectioned (3 µm) along the eye axis.

### Neurodegeneration Measurements

#### Retinal morphometry

Microscopic evaluation of retinas included scanning tissue sections to evaluate morphology followed by systematic morphometric analysis. The sections were stained with hematoxylin and eosin (H&E). Images of H&E sections were captured with a microscope (Olympus, Lake Success, NY) using the program Image J for quantification. The measurements were taken at two peripheral and three central regions of the retina and were examined to ensure similar locations of measurements for all eyes. Sections through the posterior eye segment were defined as central retina when the plane passed through the optic nerve or at less than 300 µm from the optic head rim. The remaining sections from both sites of the optic nerve were considered as peripheral retina. Image analysis of ten sections of each region were used to quantify total retinal thickness, the thickness of the inner nuclear layer (INL), outer nuclear layer (ONL) and cell number per mm^2^ in ganglion cell layer (GCL). These measurements were performed by two of the investigators (P.B and L.C).

#### Immunohistochemical analysis for glial activation assessment

Glial activation was evaluated by fluorescence microscopy using specific antibodies against GFAP (Glial fibrillar acidic protein). Sections were fixed in acid methanol (−20°C) for 2 min, followed by three washes with PBS, 5 min each. Sections were permeabilized with TBS-Triton X-100 0,025% and were incubated in blocker (1% BSA, and 10% goat serum in PBS) for 2 hours at room temperature. Sections were then incubated with rabbit anti- GFAP (Abcam Ltd, Cambridge, U.K.) (1∶500 dilution prepared in blocking solution) overnight at 4°C in a humid atmosphere. After three washes in PBS, 5 min each, the sections were incubated with secondary antibody Alexa 488 goat-anti-rabbit (Life Technologies S.A, Madrid, Spain) (1∶200 dilution prepared in blocking solution). The sections were washed three times in PBS, counterstained with Hoesch and mounted with Mounting Medium Fluorescence (Prolong, Invitrogen) and mounted with a coverslip. Comparative digital images from diabetic and control samples were recorded with an Olympus microscope using identical brightness and contrast settings.

To evaluate the degree of glial activation we used a scoring system based on extent of GFAP staining previously used [25]. The scoring system was as follows: Müller cell endfeet region/GCL only (score 1); Müller cell endfeet region/GCL plus a few proximal processes (score 2); Müller cell endfeet plus many processes, but not extending to ONL (score 3); Müller cell endfeet plus processes throughout with some in the ONL (score 4); Müller cell endfeet plus lots of dark processes from GCL to outer margin of ONL (score 5).

#### Immunohistochemical analysis for apoptosis assessment

Apoptosis was evaluated using the TUNEL (Terminal Transferase dUTP Nick-End Labeling) method coupled with fluorescein (DeadEnd Fluorometric TUNEL System kit; PROMEGA, USA) with Hoechst 33342, Trihydrochloride, Trihydrate (Molecular Probes) staining. Cryosections of retina were permeabilised by incubation for 2 min on ice with 0.1% Triton X-100 in 0.1% sodium citrate, freshly prepared. Apoptotic cells were identified using green fluorescence [Alexa Fluor 594 goat-anti-rabbit (Invitrogen) (1∶200 dilution prepared in blocking solution with 5% BSA)]. For evaluation by fluorescence microscopy an excitation wavelength in the range of 450–500 nm (e.g., 488 nm) and detection in the range of 515–565 nm (green) was used.

#### Immunohistochemistry for caspase-3

Paraffined sections were rehydrated and washed in 0.01-M phosphate buffered saline (PBS). Then, they were incubated over night at 4°C with a rabbit anti-cleaved caspase-3 antibody (Cell Signalling Technology, Inc., Danvers, USA) at 1∶300 dilution. Then, ocular sections were washed in PBS and incubated with the specific secondary antibody biotinylated anti-rabbit IgG (1∶100) (Vector Laboratories, Burlingame, USA). Once washed in PBS, a streptavidin Alexa Fluor 488 conjugate (Molecular Probes-Life Technologies, Grand Island, USA) at 1∶100 dilution was used to detect cleaved caspase-3 immunolabelling; the incubation was made over night at 4°C. Nuclear counterstaining with Hoescht stain solution (Sigma-Aldrich Chemie, Buchs, Switzerland) was performed for microscopic analysis with the laser scanning confocal microscope (TCS SP2; Leica Microsystems, Wetzlar, Germany). Negative control was carried out by omitting the primary antibody. Specific labeling of cleaved caspase-3 antibody in mouse jejunal paraffin sections was used as positive control.

#### Transmission electron microscopy analysis

One mm^3^ retinal fragments were dissected from four 8 week-old db/db mice. Retinas from four age-matched db/+ mice were used as control retinas. Retinal fragments were fixed in 2.5% glutaraldehyde and 2% paraformaldehyde, post fixed in 1% osmium tetroxide, stained in aqueous uranyl acetate, dehydrated and embedded in spurr resin. Ultrathin sections (70 nm) were stained with lead citrate and examined under transmission electron microscopy (Jeol 1400; Jeol Ltd., Tokyo, Japan).

### Glutamate Quantification

Quantification of glutamate was performed by liquid-chromatography coupled to mass spectrometry (LC-MS/MS). Chromatographic separation was performed on an Agilent 1200 series (Waldbronn, Germany) using an Ascentis Express HILIC column, 50×2.1 mm with 2.7 Rm particle size from Supelco (Belfonte, PA) maintained at 25°C throughout the analysis, a mobile phase acetonitrile and water (50 mM ammonium acetate) with a flow rate of 0.6 mL min-1. The volume injected was 10 RL. The mobile phase involved a gradient starting at 87% of ACN which was maintained for 3 minutes. Then, from min 3 to 10 the ACN content was decreased to 20% and increased again to 87% at min 12.5. Glutamate was eluted at 6.5 minutes. The mass detection system was an Agilent 6410 Triple Quad (Santa Clara, CA) using positive electrospray ionization with a gas temperature of 350°C, gas flow rate of 12 L min-1, nebulizer pressure of 45 psi, capillary voltage of 3500 V, fragmentor of 135 V and collision energy of 10 V.

### Immunohistochemistry for GLAST

Glutamate/aspartate transporter (GLAST) and L-glutamate was evaluated by fluorescence microscopy using specific antibodies. Sections were incubated in blocking solution (3% BSA, Tween 0,05% PBS) for 1 h. at room temperature followed by incubation with primary antibody rabbit anti-GLAST (EAAT1) (1∶100, Abcam ab416, Cambridge, UK). After washing, sections were incubated with a fluorescent anti-rabbit ALEXA 594 as a secondary antibody (Life Technologies S.A, Madrid, Spain) in blocking solution for 1 h, washed, nuclei were stained with Hoechst and mounted in Mounting Medium Fluorescence (Prolong, Invitrogen) with a coverslip. Fluorescence intensity of images was quantified by ImageJ.

### DNA Microarrays

Gene expression profiling analysis in retinas of 8-week old diabetic (db/db) mice and non-diabetic (db/+) controls was performed using Mouse Gene 1.0 ST DNA arrays (Affymetrix, UK). For this purpose, total RNA was first isolated from retinas (n = 4/group) using the RNeasy Mini Kit (Qiagen, Germany) and 200 ng were then used to synthesize sense ssDNA with the Ambion WT Expression Kit (Life Technologies, UK). Next, ssDNA was fragmented, labeled and hybridized onto DNA microarrays using the GeneChip WT Terminal Labeling and Hybridization Kit and the GeneTitan platform (Affymetrix, UK), following the manufacturer’s instructions. Microarray Analysis Suite 5.0 software was used to process the microarray images and analysis of the data obtained was performed by the Statistics and Bioinformatics Unit of the Vall d’Hebron-Research Institute using the open source software Bioconductor.

### Gene Expression

Real-time quantitative PCR was used to quantify relative transcript levels in retinas of 8-week old diabetic and control mice. 400 ng of total RNA were used to synthesize cDNA by using SuperScript II reverse transcriptase (Life Technologies, USA) and oligo(dT) primers. Quantitative PCR was performed by using gene-specific primers and SYBR Green in an ABI PRISM 7500 Sequence Detection System (Applied Biosystems, UK). Relative mRNA expression was calculated according to the 2^−ΔΔCT^ threshold method, using cyclophilin A as a reference gene [26].

### Statistical Analysis

Normal distribution of the variables was evaluated using the Kolmogorov-Smirnov test. Comparisons of continuous variables were performed using the paired and unpaired Student t-test. Levels of statistical significance were set at p<0.05.

## Results

### Blood Glucose Levels

The diagnosis of diabetes was based on blood glucose levels. The mice with blood glucose level greater than 250 mg/dl were confirmed as diabetic mice. In the control group (db/+) blood glucose levels were <150 mg/dl during the follow-up whilst all db/db mice presented blood glucose >250 mg/dl at 4 weeks of age. Animal body weight and glucose levels are shown in Figure 1. We observed that hyperglycemia in diabetic mice runs in parallel with a significant increase of weight.

**Figure 1:**
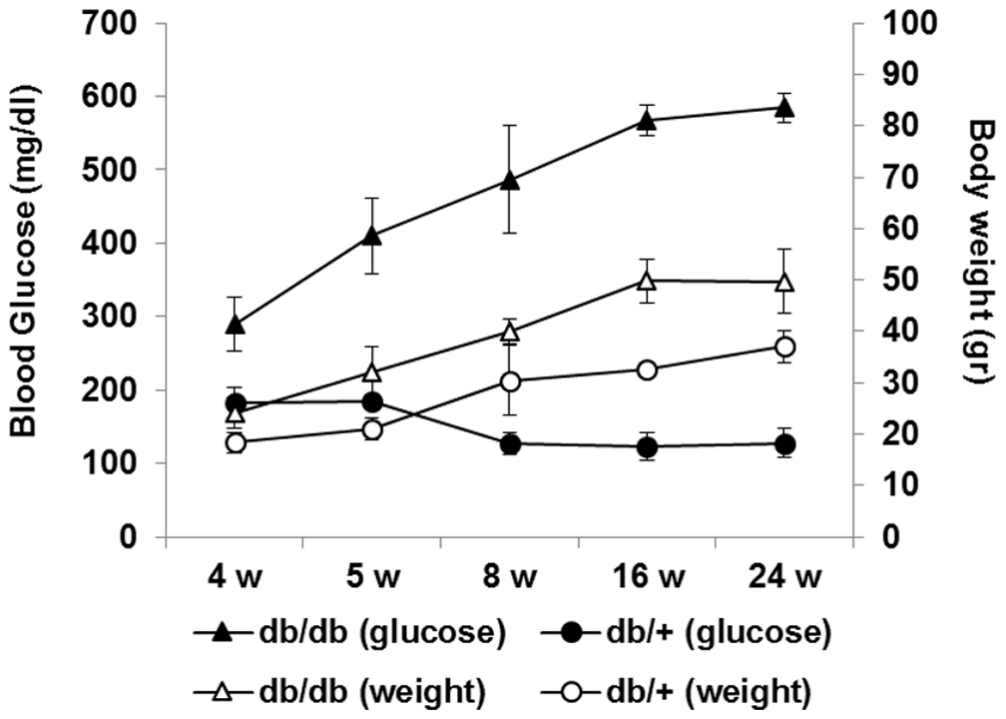
Blood glucose levels (black marks) and body weight (white marks) in db/+ (circles; n = 12) and db/db mice (triangles; n = 12). Values are expressed as mean ± SD. *p<0.05; **p<0.001.

### ERG Abnormalities

The average b-wave implicit times and b-wave amplitudes as a function of flash intensity are presented in Figure 2 (A–F). The b-wave implicit time significantly increased in diabetic mice at all flash intensities tested when compared with non-diabetic mice at 16 and 24 weeks. However, the implicit time was not significantly delayed in diabetic mice at 8 weeks of age. In addition, b-wave amplitude was significantly reduced in diabetic mice in comparison with non diabetic mice at 16 and 24 weeks but not at 8 weeks. The changes observed in amplitude and implicit time of the a-wave in diabetic mice in comparison with non-diabetic mice were less marked than that observed in b-wave (Figure 3).

**Figure 2:**
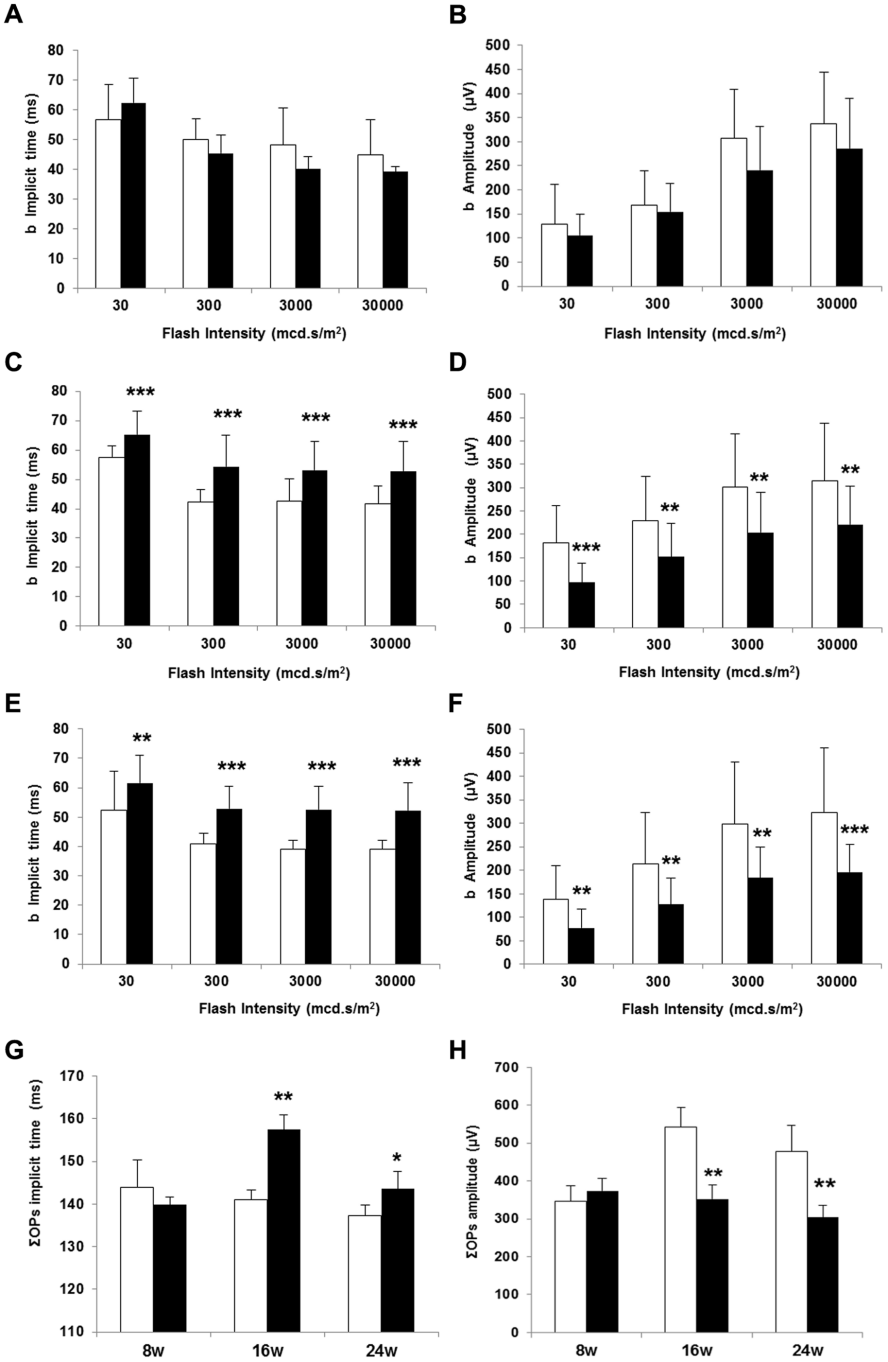
b-wave implicite time (ms) in non diabetic and diabetic mice at 8 (A), 16 (C) and 24 weeks (E). ΣOPs implicit time (ms) (G). b-wave amplitude (µV) in non diabetic and diabetic mice at 8 (B), 16 (D) and 24 weeks (F). ΣOPs amplitude (µV) (H). White bars: non diabetic mice. Black bars: diabetic mice. Data are expressed as mean ± SD. *p<0.05; **p<0.01;***p<0.001.

**Figure 3:**
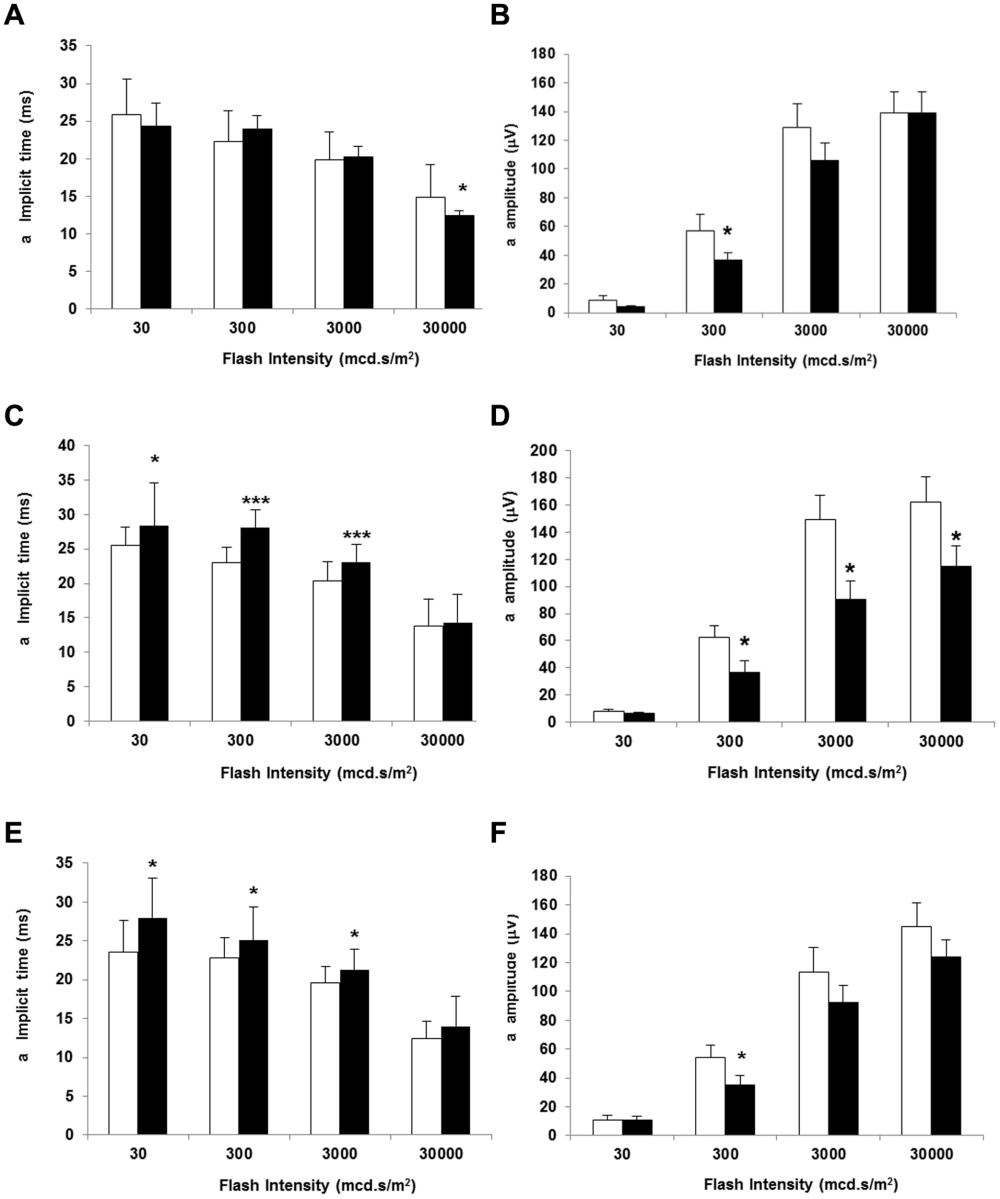
a-wave implicit time (ms) in non diabetic and diabetic mice at 8 (A), 16 (C) and 24 weeks (E). a-wave amplitude (µV) in non diabetic and diabetic mice at 8 (B), 16 (D) and 24 weeks (F). White bars: non diabetic mice. Black bars: diabetic mice. Data are expressed as mean ± SD. *p<0.05.

The OPs amplitudes measured under scotopic conditions and the corresponding implicit times are shown in Figure 2 (G, H). We detected statistically significant differences (increase of implicit time and decrease of amplitude) at 16 and 24 weeks.

### Retinal Morphometry

Measurements of retinal thickness in diabetic and in non diabetic mice at 8, 16 and 24 weeks are shown in Figure 2. Since postnatal growth of retinal thickness exists in C57BL mice until month 6 [27], [28], a progressive increase in the thickness of retinas from non-diabetic mice was observed whereas this was not the case in diabetic mice. Total retinal thickness (measured from inner limiting membrane to Bruch’s membrane) in both central and peripheral retina was significantly decreased in diabetic mice in comparison with non-diabetic mice at 16 and 24 weeks (Figure 4). Furthermore, a thickening in both ONL and INL (Figure 4) as well as a reduction in the number of cells in the GCL (Figure 5B) was observed in diabetic mice in comparison with non-diabetic mice at 8, 16 and 24 weeks.

**Figure 4:**
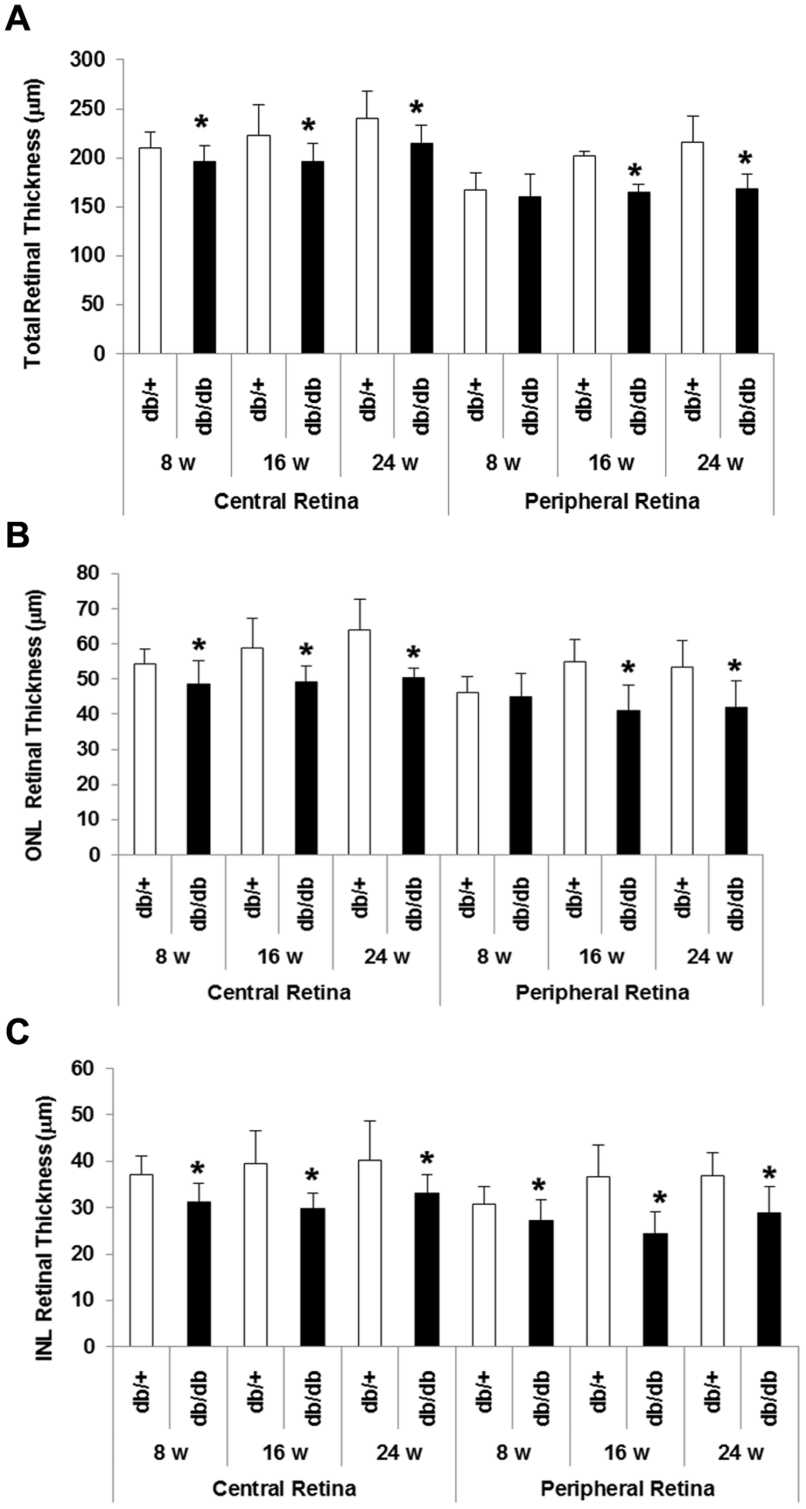
Thickness of total retina (A), outer nuclear layer (B) and inner nuclear layer (C). The measurements have been performed in the central retina and in peripheral retina. Results are expressed as mean ± SD. *p<0.05 between non diabetic (white bars) and diabetic (black bars) mice.

**Figure 5:**
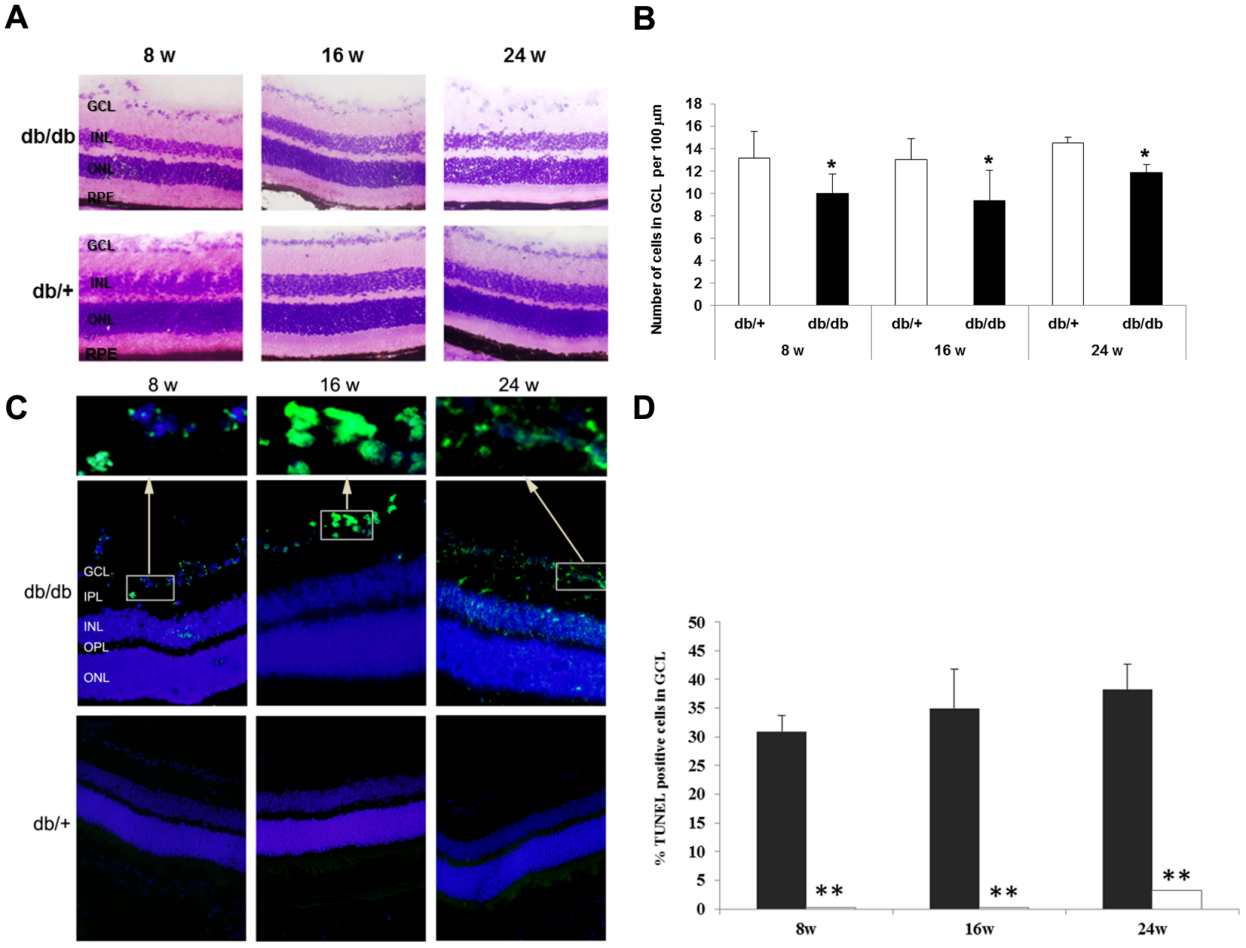
Images demonstrating the progressive loss of cells in retinal ganglion layer (GCL). A) Hematoxylin and eosin stained central retina in a representative case of a diabetic mouse (upper panel) and a non-diabetic mouse (lower panel) of 8, 16 and 24 weeks old. In the diabetic retina a loss of cells in GCL was observed. B) Cell number in GCL in control and diabetic mice in central retina. C) Comparison of TUNEL immunofluorescence (green) between representative samples from a diabetic (upper panel) and a non-diabetic mouse (lower panel) at 8 weeks, 16 and 24 weeks. Nuclei were labeled with Hoechst (blue). D) Percentage of TUNEL positive cells in the GCL in non-diabetic and diabetic mice at 8, 16 and 24 weeks (upper panel). ONL: outer nuclear layer; OPL: outer plexiform layer; INL: inner nuclear layer; IPL: inner plexiform layer; GCL: ganglion cell layer. Results are expressed as mean ± SD. White bars: non-diabetic mice; Black bars: diabetic mice. *p<0.05, **p<0.001 between non-diabetic and diabetic mice.

### Neurodegeneration Features

A significant increase in TUNEL-positive inmunofluorescence was observed in diabetic mice in comparison with retinas from non diabetic mice at 8, 16 weeks and 24 weeks (Figure 5C). Since the TUNEL-positive cells were mainly localized in the GCL, we also counted the percentage of apoptotic cells in this layer, and a significant increase was found in diabetic mice in comparison with non-diabetic mice at 8, 16 and 24 weeks (Figure 5D). In addition, activated caspase-3 was found significantly higher in the retina of db/db mice in comparison with non-diabetic mice at 8, 16 and 24 weeks (Figure 6).

**Figure 6:**
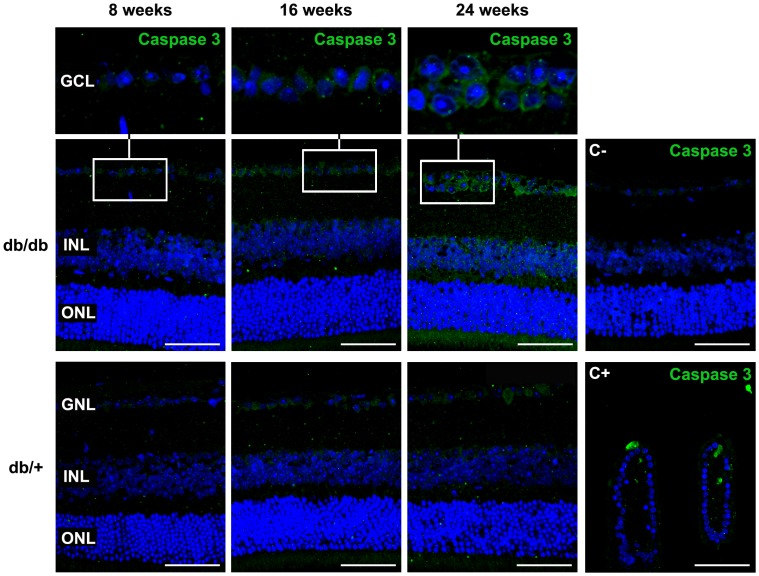
Comparison of cleaved caspase-3 immunofluorescence (green) between representative samples from a diabetic (upper panel) and a non-diabetic mouse (lower panel) at 8, 16 and 24 weeks. Insets show the increased expression of cleaved caspase-3 in cells residing in the ganglion cell layer (GCL) in db/db mice. Nuclei counterstained with Hoescht (blue). ONL: outer nuclear layer; INL: inner nuclear layer; C-: negative control; C+: positive control mouse jejunal villi. Scale bars: 40 µm.

Since in the ERG measurements we found a-wave abnormalities, which mainly indicate photoreceptor impairment, we wanted to examine whether apoptosis was also present in photoreceptors. For this purpose transmision electron microsocopy was used and striking DNA fragmentation was found in photoreceptors from db/db mice in comparison with non-diabetic mice (Figure 7).

**Figure 7:**
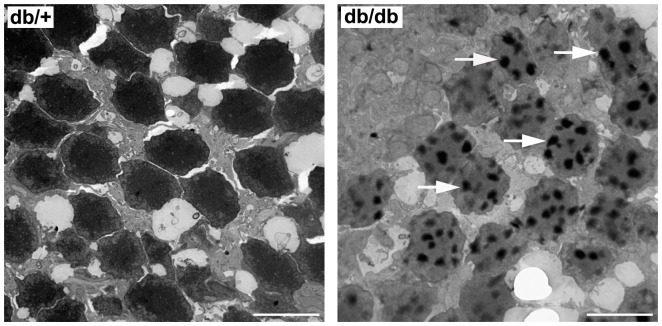
Transmission electron micrographs of photoreceptors in a representative case of a non-diabetic (left panel) and a diabetic mouse (right panel) 8 weeks old. Arrows indicate nuclear fragmentation. Scale bars: 6.71 µm.

As expected, in non-diabetic mice GFAP expression was confined to the retinal GCL (GFAP score ≤2) (Figure 8). In contrast, in diabetic mice we observed the “reactive” diabetic phenotype characterized by upregulation of GFAP in Müller cells (GFAP score ≥2 at week 8 and score = 5 at 16 and 24 weeks).

**Figure 8:**
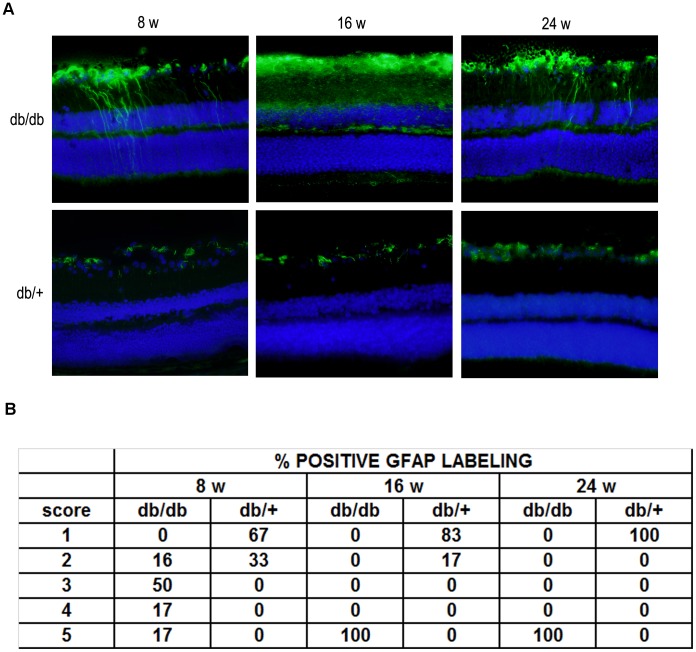
Glial activation. A) Comparison of GFAP immunofluorescence (green) between representative samples from a diabetic (upper panel) and a non-diabetic mouse (lower panel) at 8 weeks, 16 and 24 weeks. In the diabetic retina, the Müller cells’ endfeet show abundant GFAP immunofluorescence and the radial processes stain intensely throughout both the inner and outer retina. Nuclei were labeled with DAPI (blue). ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. B) Quantification of glial activation based on extent of GFAP staining.

All these features of neurodegeneration were more intense at 16 than at 8 weeks, but no significant differences between 16 and 24 weeks were observed.

### Effect of Lowering Blood Glucose on Retinal Neurodegeneration

As expected, db/db mice fed for 15 days with restrictive diet presented lower weight and blood glucose levels than those mice fed with *ad libitum* diet (weigth: 32.5±2.8 gr vs. 42.2±2.5 gr; p<0.05; blood glucose: 318±27 mg/dL vs. 536±29 mg/dL, p<0.01). At this point (after 15 days of dietary restriction) a significantly lower GFAP immunofluorescence and a lower ratio of apoptosis in GCL were detected (Figures 9 A–D). Finally, ERG abnormalities were significantly arrested (Figure 9 E–F).

**Figure 9:**
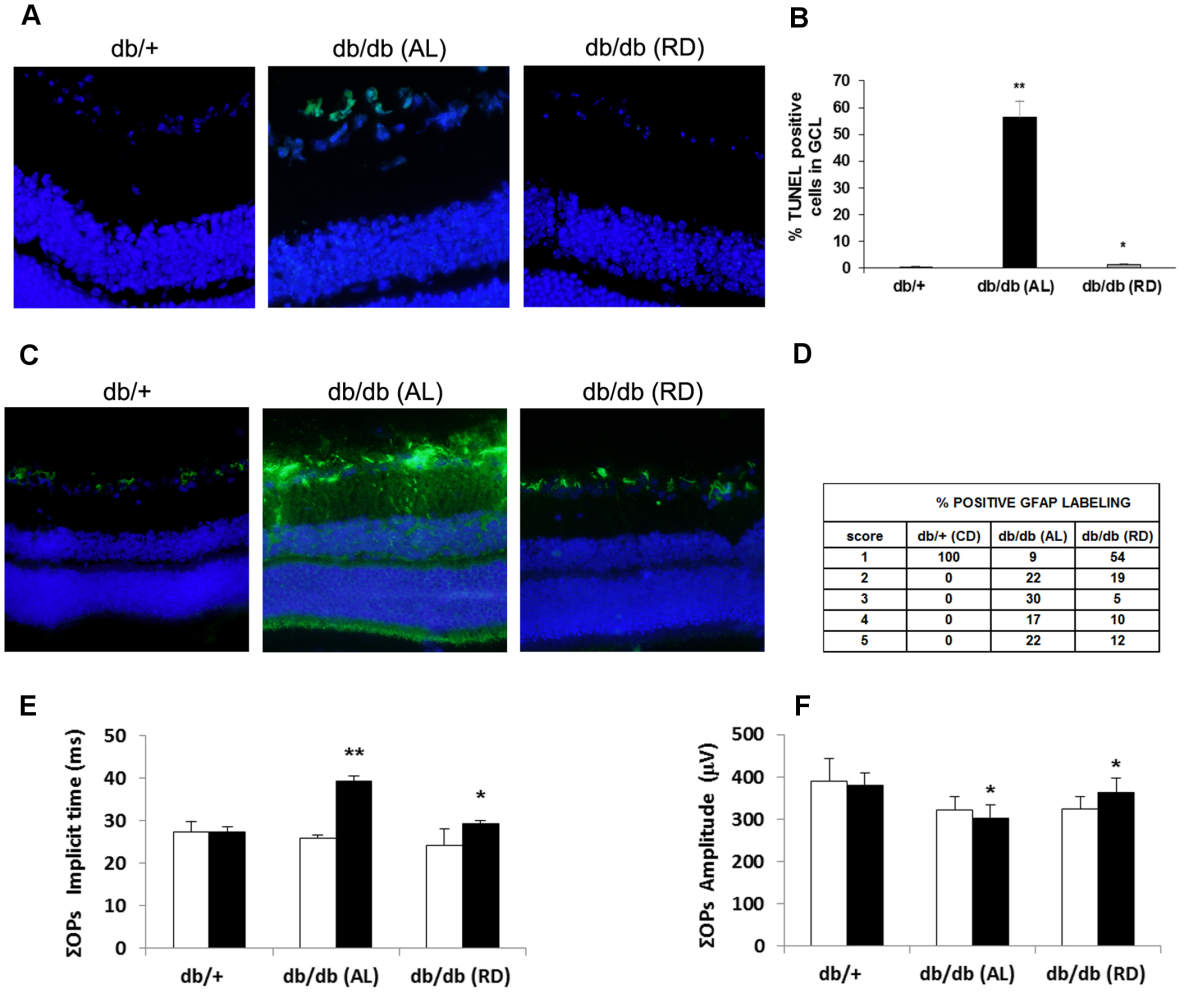
Beneficial effects of lowering blood glucose by using restrictive diet on retinal neurodegeneration in db/db mice. A) Comparison of TUNEL immunofluorescence (green) between representative samples from a diabetic mouse (db/db) *ad libitum* (AL) feeding (upper panel), a db/db mouse under dietary restriction (RD) (middle panel) and a control (db/+) mouse (lower panel) at 10 weeks. B) Percentage of TUNEL positive cells in the GCL in db/db mice ad libitum feeding (black bars), db/db mice under dietary restriction (gray bars) and control (db/+) mice (white bars) at 10 weeks. n = 10 each group. *p<0.05 in comparison with db/db feeding AL. **p<0.01 in comparison with db/+. C) Comparison of GFAP immunoreactivity (green) in the central retina between representative samples from a diabetic mouse (db/db) AL feeding (upper panel), a db/db mouse under dietary restriction (middle panel) and a control (db/+) mouse (lower panel) at 10 weeks. Nuclei were labeled with Hoechst (blue). ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. D) Quantification of glial activation based on scoring system (see text) (n = 10 each group). E) ΣOPs implicit time (ms) and F) ΣOPs amplitude (µV). White bars: before diet intervention. Black bars: after diet intervention. Data are expressed as mean ± SD. *p<0.05; **p<0.01.

### Markers of Glutamate Pathway

Glutamate levels (µM/g total protein) were higher in diabetic mice in comparison with non diabetic mice at 8 weeks (60±8 *vs.* 38±6; p<0.05), 16 weeks (108±12 vs. 56±10; p<0.05) and 24 weeks (125±11 vs. 57±9; p<0.05). The progressive increase of glutamate levels in diabetic mice run in parallel with a decrease in GLAST content. GLAST was significantly decreased in diabetic mice in comparison with the non diabetic mice (Figure 10).

**Figure 10:**
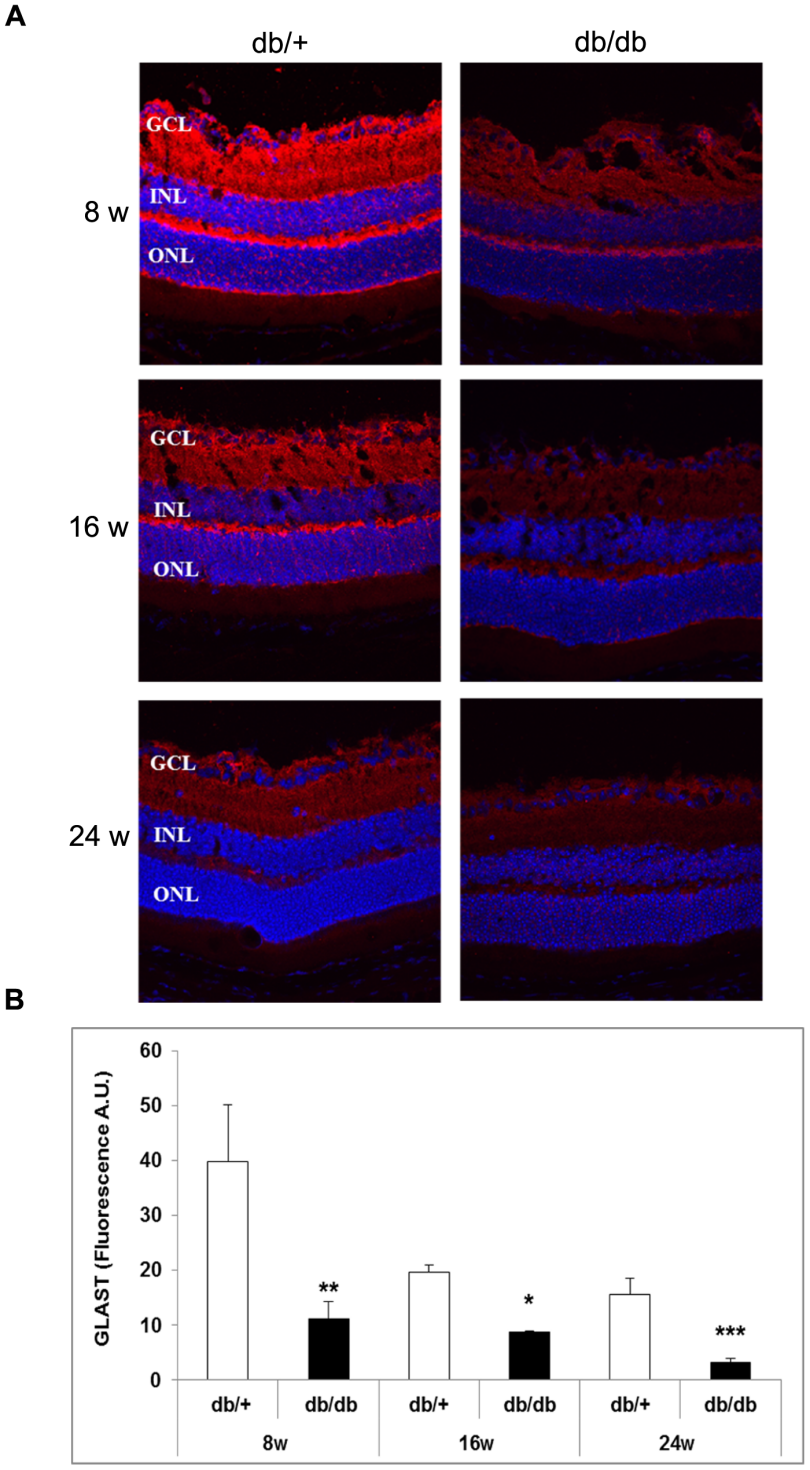
Comparison of GLAST immunofluorescence between representative samples from non-diabetic and diabetic mice. A) GLAST immunofluorescence (red) of representative samples from non-diabetic and diabetic mice at 8 weeks, 16 and 24 weeks. Nuclei were labeled with Hoechts (blue). ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. B) Quantification of GLAST immunofluorescence in non-diabetic (white bars) and diabetic mice (black bars). A.U.: arbitray units. *p<0.05; **p<0.001 between non-diabetic and diabetic mice.

### Transcriptomic Analysis

To unravel the molecular mechanisms involved in early retinal neurodegeneration besides glutamate and its metabolic pathways, we performed a genome-wide expression profiling analysis on total RNA isolated from retinas of 8-week old diabetic (db/db) and control littermate mice. 

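The neuroretinas came from db/db mice, which carry a mutated leptin receptor and become obese and diabetic, and from their db/+ littermates, which carry 1 mutated copy and stay lean. Genes of rod photoreceptors, the most numerous cells of the mouse retina, had similar means in both groups over all arrays. The mean of 24 rod genes was 11.22 ± 0.08 (SD, n = 4 arrays) on the log2 scale in db/db and 11.24 ± 0.06 (SD, n = 4) in db/+, with an adjusted p = 0.341 from limma's camera. The list was lower in db/db with an adjusted p of 0.0256 without db/db array 3, and of 0.00412 without db/db arrays 2 and 3, where its median difference went from -0.03 to -0.08. Without db/db array 4 that median was 0.00. Marker genes of tissues next to the retina differed in level between the arrays. Lens crystallins such as Cryaa ran from 5.18 in db/db array 1 and 6.32 in db/db array 3 to 12.20 in the array with the most, and 23 lens genes averaged 5.83 ± 1.39 (SD, n = 4) in db/db and 6.67 ± 0.79 (SD, n = 4) in db/+ (2-sided exact permutation test, p = 0.343). Skeletal muscle genes stood at 6.34 in db/db array 2 and between 4.73 and 4.91 in the 7 other arrays. On the first principal component, which held 26.6% of the variance, db/db array 3 lay at -26.1 and the others between -3.03 and 10.2. Total RNA of each sample had been hybridised to 1 Affymetrix Mouse Gene 1.0 ST array, 4 per group, with samples labelled as biological replicates 1 to 4 at 8 weeks of age. Whether a sample held the retina of 1 mouse or of several is not given in the sources used here, so p-values measure the spread between these samples, part of which can be technical. The paper names Microarray Analysis Suite 5.0 for the images and Bioconductor for the statistics, and the submitters' processing notes name MAS5 and RMA without their role. The deposited values are log2 expression values of 35556 probe sets, from 1.74 to 13.46. Of these probe sets 21789 carried exactly 1 gene, 1621 carried several and 12146 had none in the annotation used here. For the 998 genes with several probe sets the one with the highest mean was kept, which left 19939 genes. Each gene was tested with limma, db/db minus db/+, without a block. Gene lists were fixed before the data were examined, some of them on themes that the paper had found on these arrays. They were tested with camera at a preset correlation of 0.01, adjusted over 51 lists. Of these, 30 passed an adjusted p under 0.05, 17 higher and 13 lower in db/db. None did with an estimated correlation, where the lowest adjusted p was 0.276. The number of arrays limits the precision.

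**Figure D1:**
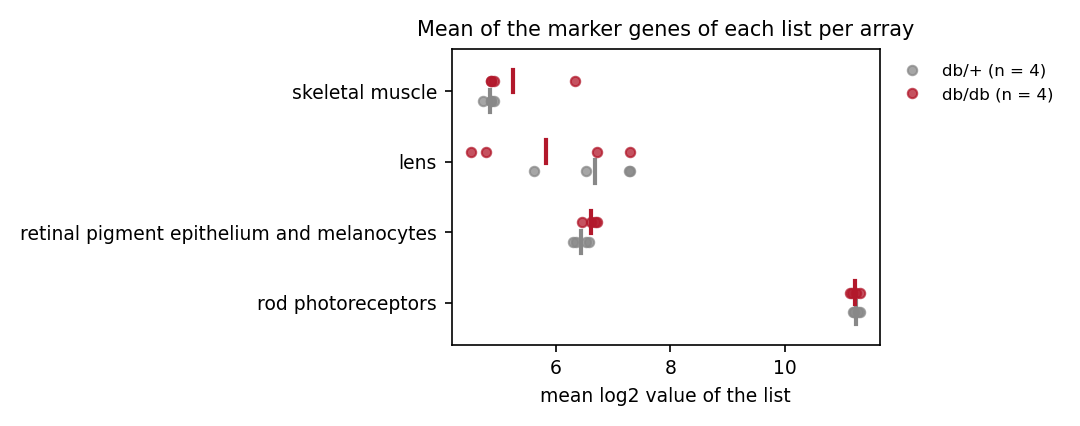
Mean log2 value (x axis) of the marker genes of skeletal muscle, lens, retinal pigment epithelium and melanocytes, and rod photoreceptors (y axis) in each of the 4 db/db and 4 db/+ arrays. Points are arrays and vertical bars are group means. In the muscle list db/db array 2 sits at 6.34, apart from the other arrays, and the rod list averages 11.22 in db/db and 11.24 in db/+.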

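Selenbp1, which encodes a selenium-binding protein that oxidises methanethiol, was the gene with the strongest evidence of a difference. Its log2 value was 6.13 ± 0.11 (SD, n = 4) in db/db and 5.36 ± 0.13 (SD, n = 4) in db/+ retinas, a difference of 0.77 (standard error 0.08, adjusted p = 0.0182 from limma). It was also the only gene past an adjusted p under 0.05, and the next lowest adjusted p was 0.138. Selenbp1 had an adjusted p of 0.0679, 0.0637 and 0.116 without db/db array 2, 3 or 4, of 0.166, 0.0659 and 0.0552 without db/+ array 1, 2 or 4, of 0.0843 with the muscle list as a covariate and of 0.799 with the methods' t-test. At an unadjusted P under 0.01, 305 of the 19939 genes passed, where chance alone gives 199.4. Of these 251 were protein-coding genes and 28 were small nucleolar RNAs, which guide the modification of ribosomal RNA and were all higher in db/db. Of other small RNAs, 17 genes with microRNA precursors left aside all had positive differences, and of 297 microRNA precursors, which averaged 4.10 in both groups, 136 had (median -0.00843, 1 higher and 3 lower past P under 0.01). Differences were small. The median size among the 305 genes was 0.32 on the log2 scale and 44 exceeded 0.5, from -0.49 for Bst1 to 1.33 for Snord118, a small nucleolar RNA named here after its value was seen. For 238 of the 305 genes all db/db arrays lay on one side of all db/+ arrays. Over all genes this held for 782, or 3.92%, where chance gives 2.86%. At P under 0.05, 1412 genes passed, with 997 given by chance, and the methods' t-test called 225 genes at P under 0.01, with a lowest adjusted p of 0.192. In data simulated with the spread of these genes, limma called 67.4% of genes that differed by 0.3 and 93.2% of those that differed by 0.5 at P under 0.01. The adjusted test called 18.9% and 69.8% of them. The count at P under 0.01 was 465 without db/db array 2, 498 with the muscle list as a covariate, 467 when probe sets were counted without collapsing to genes and 197 among the genes with the larger interquartile ranges. As many genes as in the real grouping passed in 5 of the 35 splits of the 8 arrays into 4 and 4, the real one included, and at least 1 gene passed the adjusted test in 3 of them.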

After filtering for redundant and non-annotated gens, we found that 657 genes were differentially expressed in retina of diabetic mice (P<0.01). Of these genes, we found 316 genes to be up-regulated and 341 down-regulated. 

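By direction, 203 genes were higher and 102 were lower in db/db retinas at P under 0.01 from limma. At P under 0.05 the numbers were 743 and 669, and of the 782 genes whose db/db arrays all lay on one side of the db/+ arrays 379 were higher and 403 lower. Beside Selenbp1, the genes with the smallest P among those with separate groups of arrays included Etnppl, an enzyme that breaks down phosphoethanolamine, at 6.65 ± 0.11 (SD, n = 4) in db/db against 5.79 ± 0.29 (SD, n = 4) in db/+, a log2 difference of 0.86 (standard error 0.12, adjusted p = 0.138). Krt18, a keratin of simple epithelia that also belongs to the lists of pigment epithelium and surface epithelium, differed by 0.69, with 9.98 in db/db array 3 and at most 9.64 in the other db/db arrays. Apobec2, a member of the cytidine deaminase family found in muscle and of the muscle list, differed by 0.79, and its db/db arrays lay between 7.31 and 7.83 against 6.63 to 7.13 in db/+. The cholesterol exporter Abca1 differed by 0.49, the urea cycle enzyme Asl by 0.40, the leukocyte protein Lsp1 by 0.38 and lipocalin 2 (Lcn2), an iron-scavenging protein of the acute phase, by 0.76. Smim31 and Tc2n differed by 0.63 and 0.61, and adjusted p over these 9 genes after Selenbp1 ran from 0.138 to 0.17. Among the genes lower in db/db, Bst1, a cell-surface enzyme that makes cyclic ADP-ribose, had a log2 difference of -0.49 (standard error 0.09, adjusted p = 0.164), at 5.21 ± 0.15 (SD, n = 4) against 5.70 ± 0.08 (SD, n = 4). The carbonic anhydrase Car4 differed by -0.42, the checkpoint kinase Chek1 by -0.44, the neuronal glycine transporter Slc6a5 by -0.30 and the chaperone Hsph1 by -0.33. Zfp607a, Coa5, Bivm, Fam174c and Zfp959 differed by -0.44, -0.37, -0.30, -0.33 and -0.31. Adjusted p over these 10 genes ran from 0.164 to 0.412, so none passed the adjusted test. The number of lower genes was 59 without db/+ array 1, 67 without db/+ array 3 and 201 without db/db array 2. It was 212 over uncollapsed probe sets, 209 with the muscle covariate and 47 after the filter on the interquartile range, and the methods' t-test called 131 higher genes.

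**Figure D2:**
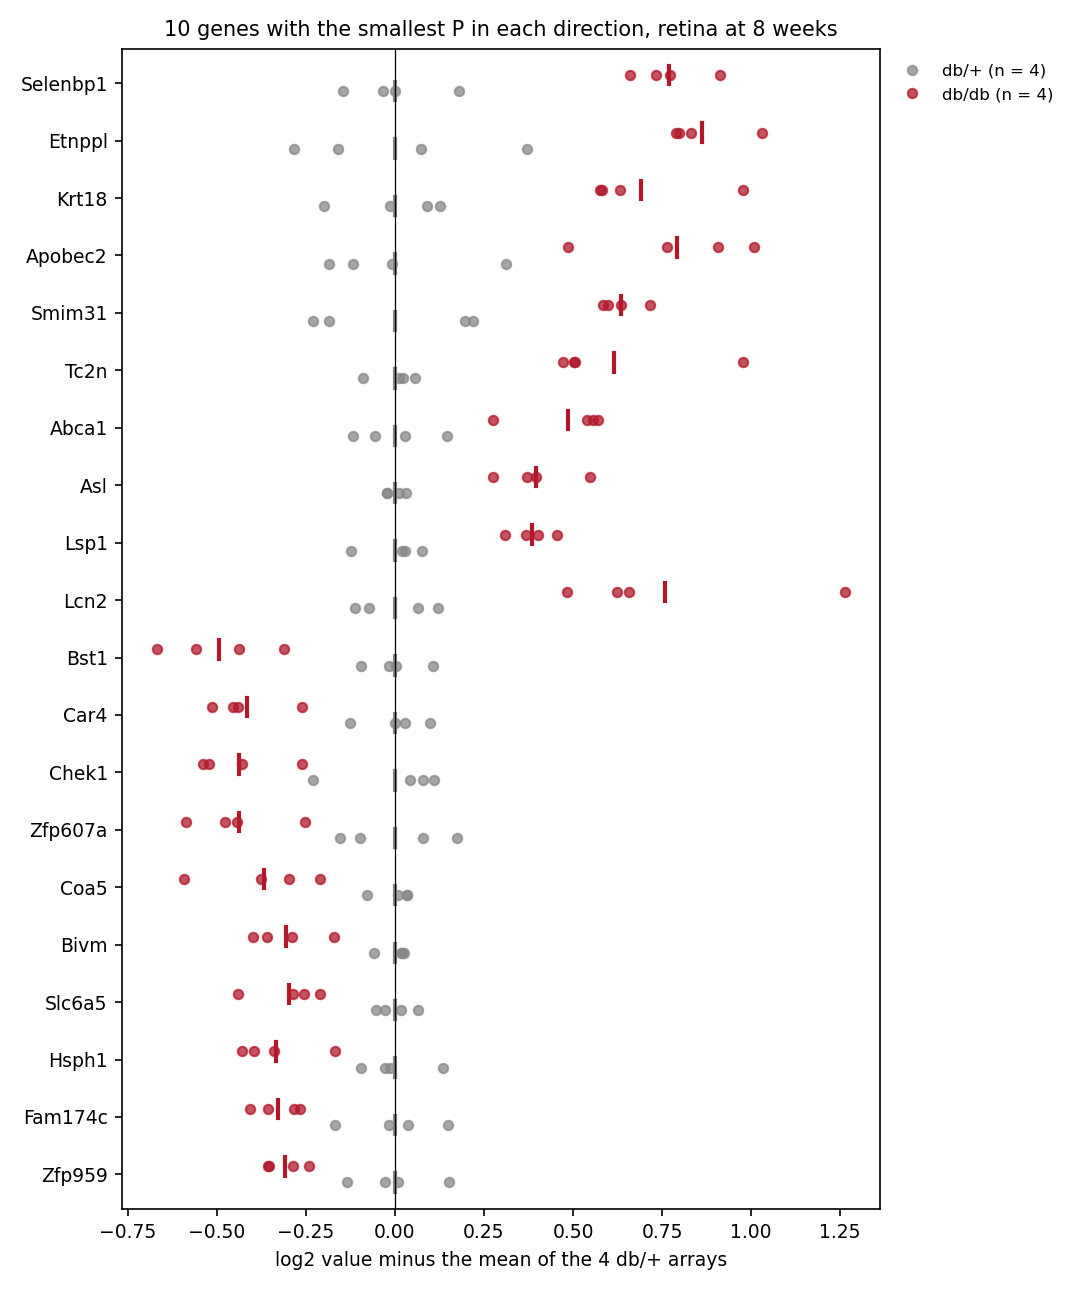
Log2 value minus the mean of the 4 db/+ arrays (x axis) for the 10 genes with the smallest P in each direction whose db/db arrays all lie on one side of the db/+ arrays (y axis). Points are arrays and vertical bars are group means. Mean differences run from -0.49 (Bst1) to 0.86 (Etnppl), and Selenbp1 at 0.77 is the only one past an adjusted p under 0.05.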

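Among the genes higher in db/db, the paper's selection spans several functions. Txnip, a thioredoxin-binding protein induced by glucose, was higher by 0.51 on the log2 scale (6.54 ± 0.21 against 6.03 ± 0.12, SD, n = 4 each), the copper chaperone Atox1 by 0.40, the receptor Notch2 by 0.39 and the small GTPase gene Rhoc by 0.37. Among the lower genes, Idi1, an enzyme of isoprenoid and cholesterol synthesis, differed by -0.44 (7.78 ± 0.29 against 8.22 ± 0.12, SD, n = 4 each), the cochaperone Chordc1 by -0.40, the phosphodiesterase gene Gpcpd1 by -0.36 and the chromatin protein Hmgb1 by -0.33. These 8 genes all passed P under 0.01 and none passed an adjusted p under 0.05 from limma. The apolipoprotein Apod, at 0.68 (standard error 0.25, adjusted p = 0.696), and the neuropeptide precursor Tac1, at -0.35 (standard error 0.18, adjusted p = 0.71), did not pass P under 0.01. Of the 50 genes of Table 1, 45 could be measured, 43 lay in the printed direction, 30 passed P under 0.01 and 24 had separate groups of arrays. Their median log2 difference was 0.39. Of the 49 different genes of Table 2, 47 could be measured, 46 lay in the printed direction, 21 passed and 20 had separate groups. Their median was -0.31. The paper chose these genes on these same arrays, so their direction is not independent evidence. Rock2, Hba-a1, Scn4a, Rhod and Ucp2 of Table 1 and Hnrnpa3 and Bhlhe22 of Table 2 have no probe set with exactly 1 gene and are not analysed here. With the methods' t-test, 23 of the genes of both tables passed P under 0.01, against 51 with limma.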

The main genes up-regulated and down-regulated are listed in Table 1 and Table 2, respectively. To gain insight into the biological function of the genes differentially expressed in retinas of diabetic mice, a gene enrichment analysis was performed. Interestingly, we found that Gene Ontology (GO) terms significantly enriched among the down-regulated genes fitted into categories related to synaptic transmission, with a particular abundance of terms related to glutamate transport and metabolism (Table 3). On the other hand, the GO terms significantly over-presented among the up-regulated genes corresponded to categories related to mitochondrial respiration and oxidative stress (Table 3).

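Most receptor genes of excitatory and inhibitory transmission had negative differences in db/db retinas, and few passed a test alone. All 4 AMPA glutamate receptor genes, which encode the channels of fast excitatory synapses, had lower means in db/db, with a median log2 difference of -0.27. Gria1 was at 7.66 ± 0.15 (SD, n = 4) against 7.97 ± 0.15 (SD, n = 4), a difference of -0.31 (standard error 0.10, adjusted p = 0.618), and Gria3, Gria2 and Gria4 had differences of -0.28, -0.27 and -0.22. Of 18 GABA and glycine receptor genes, the receptors of synaptic inhibition, 16 had negative differences and the median was -0.19, with Gabrb2 at -0.27, Gabrr1 at -0.19 and Gabrg1 at -0.35. Gria1 passed P under 0.01 and none of these genes passed an adjusted p under 0.05 over all genes. Adjusted over the list alone, 3 AMPA receptor genes and 0 GABA or glycine receptor genes passed. The AMPA list was lower with an adjusted p = 0.000209 from limma's camera (adjusted p = 0.353 with an estimated correlation), and the GABA and glycine list with an adjusted p = 2.47e-05 (adjusted p = 0.418 with an estimated correlation). In both lists the means of all db/db arrays lay below those of all db/+ arrays (2-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). This p is not adjusted over the 51 lists, of which 7 had separate array means, where chance gives 2.86%. All 7 metabotropic glutamate receptor genes had negative differences, with Grm8 at -0.31 and Grm6, the receptor of ON bipolar cells, at -0.17. The list had a median of -0.10 and an adjusted p = 0.0224 (adjusted p = 0.418 with an estimated correlation). Of 35 genes of synaptic vesicle release 30 had negative differences (median -0.08), with the vesicle proteins Sv2a at -0.21 and Syt4 at -0.19. The list had an adjusted p = 0.00037 (adjusted p = 0.418 with an estimated correlation). Of 30 genes of postsynaptic scaffolds and adhesion 26 had negative differences (median -0.09), with Homer2 at -0.39 past P under 0.01 and Lrrtm2 at -0.23. The list had an adjusted p = 0.000287 (adjusted p = 0.504 with an estimated correlation). Of 16 voltage-gated calcium channel genes 13 had negative differences (median -0.10), with Cacna2d1 at -0.44. The list had an adjusted p = 0.0106 (adjusted p = 0.508 with an estimated correlation). No gene of these 4 lists passed adjusted over the list alone. The paper had already listed 1 AMPA, 2 GABA, 1 metabotropic, 2 scaffold and 1 calcium channel gene among those it selected on these arrays, so these members are not independent evidence. The array mean of the AMPA list was 8.26 in db/db array 3 and 8.60 to 8.64 in the other db/db arrays, and that of the GABA and glycine list was 7.61 and 7.94 to 8.02. Markers of the neurons that carry these synapses moved with them: amacrine cell genes had a median of -0.12 (adjusted p = 0.000198, and adjusted p = 0.497 with an estimated correlation) and a mean of 7.78 in db/db array 3 against 7.99 to 8.14 in the other db/db arrays. Ganglion cell genes had a median of -0.11 (adjusted p = 0.00037, and adjusted p = 0.418 with an estimated correlation) and bipolar cell genes a median of -0.09 (adjusted p = 0.00866, and adjusted p = 0.508 with an estimated correlation). Without db/db arrays 2 and 3, a choice made after seeing the data, the AMPA list kept an adjusted p of 0.0172 and the GABA and glycine, vesicle, scaffold, metabotropic and calcium channel lists had adjusted p of 0.276, 0.239, 0.894, 0.761 and 0.814, with the direction of the calcium channel list turned (median 0.02). There the amacrine, ganglion and bipolar cell lists had 0.975, 0.465 and 0.627, with camera's direction turned for amacrine and bipolar cells. Without db/db array 2, db/db array 3 or db/+ array 3 the metabotropic list had adjusted p of 0.0763, 0.196 and 0.0869 and the calcium channel list 0.0763, 0.217 and 0.0787, and with the lens or the muscle covariate they had 0.142 and 0.0927, and 0.171 and 0.0967. After a trend of the differences with the genomic span of genes was removed these lists had adjusted p of 0.06 and 0.0699. Bipolar cell genes had 0.114 without db/db array 2, 0.258 without db/db array 3, 0.0849 with the lens and 0.146 with the muscle covariate, and amacrine cell genes 0.108 without db/db array 3. The medians without db/db array 3 were -0.17 for AMPA receptors, -0.07 for GABA and glycine receptors, -0.03 for calcium channels, -0.05 for amacrine cells, -0.07 for ganglion cells and -0.03 for bipolar cells. Without db/+ array 3 they were -0.05 for scaffolds, calcium channels and ganglion cells, and without db/db array 4 they were -0.18 for metabotropic receptors, -0.15 for calcium channels and -0.19 for amacrine cells. The array means of the groups overlapped for the metabotropic, vesicle, scaffold and calcium channel lists and for amacrine, ganglion and bipolar cells (2-sided exact permutation tests, p = 0.143, 0.114, 0.257, 0.229, 0.229, 0.143 and 0.371). From its real-time PCR of genes of neurotransmission (Fig. 11A), the paper proposes that glutamate signalling and metabolism are altered in diabetic mice.

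**Figure D3:**
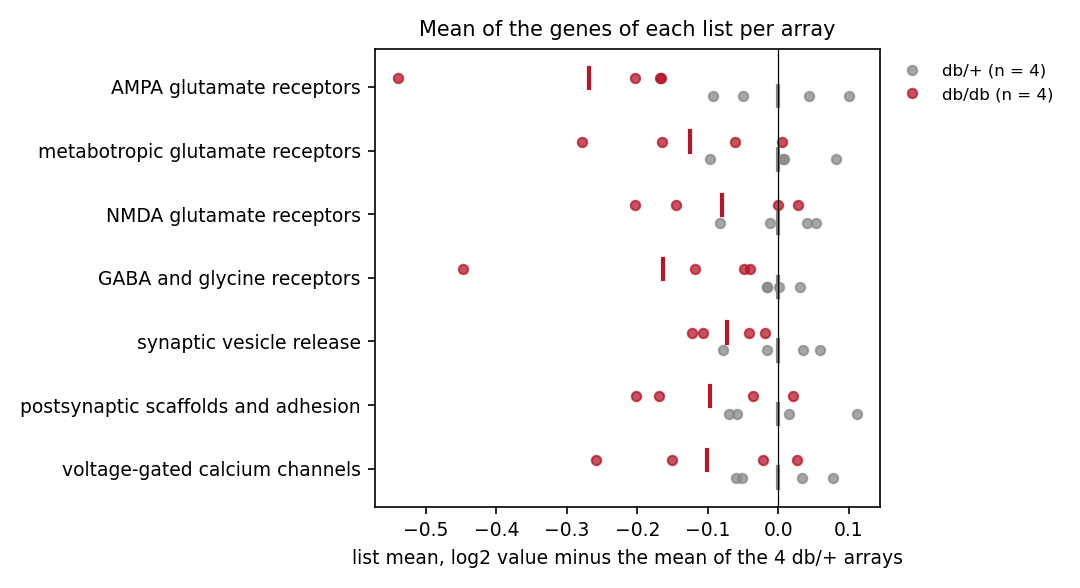
Mean log2 value of the genes of each list per array, minus the mean of the 4 db/+ arrays (x axis), for 7 lists of synaptic genes (y axis). Points are the 4 db/db and 4 db/+ arrays and vertical bars are group means. The AMPA and the GABA and glycine receptor lists have all db/db arrays below all db/+ arrays, with db/db array 3 lowest at 8.26 and 7.61 before centring.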

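Most nuclear genes of complexes I to IV of the respiratory chain had positive differences in db/db retinas, mostly small. Of 15 genes of complex IV, cytochrome c oxidase, 13 had positive differences with a median of 0.12 on the log2 scale. Cox7a1 was at 7.03 ± 0.28 (SD, n = 4) against 6.52 ± 0.11 (SD, n = 4), a difference of 0.51 (standard error 0.12, adjusted p = 0.4), and Cox6b2 and Cox4i2 differed by 0.38 and 0.19. Of 35 genes of complex I, NADH dehydrogenase, 28 had positive differences (median 0.08), with Ndufa11 at 0.33 (standard error 0.08, adjusted p = 0.408). Of 14 genes of complexes II and III 11 had positive differences (median 0.03), with Uqcr11 at 0.78 (standard error 0.15, adjusted p = 0.19) and Uqcr10 at 0.28. Cox7a1, Ndufa11 and Uqcr11 passed P under 0.01, none passed an adjusted p under 0.05 over all genes, and each was the 1 gene of its list to pass adjusted over the list alone. All 3 stand in Table 1, chosen on these arrays, and are not independent evidence. The complex IV list was higher with an adjusted p = 0.00022 from limma's camera (adjusted p = 0.353 with an estimated correlation), the complex I list with an adjusted p = 0.000787 (adjusted p = 0.504 with an estimated correlation) and the list of complexes II and III with an adjusted p = 0.0246 (adjusted p = 0.418 with an estimated correlation). The 15 ATP synthase genes had a median of -0.00 and a mean of 0.06, with Atp5e at 0.32, and an adjusted p = 0.0926. The 2 mitochondrially encoded genes measured, COX2 and ND3, had differences of -0.07 and -0.01 (adjusted p = 0.599 for the list). Most genes that handle oxidants and glutathione also had positive differences. Of 40 antioxidant and oxidative stress genes 26 had positive differences (median 0.08). Selenbp1, Txnip, Atox1 and the glutathione synthetase Gss, at 0.23, passed P under 0.01, and 3 of them passed adjusted over the list alone, against Selenbp1 alone over all genes. The list had an adjusted p = 0.000382 (adjusted p = 0.276 with an estimated correlation). Txnip inhibits thioredoxin and Atox1 carries copper. The paper had selected 3 genes of this list on these arrays, which are not independent evidence. Of 20 glutathione transferase genes 18 had positive differences (median 0.15), with Mgst1 at 0.37 and Gstp1 at 0.28. None passed P under 0.01, and 0 passed adjusted over the list alone. The list had an adjusted p = 3.24e-05 (adjusted p = 0.309 with an estimated correlation). For complex IV, the antioxidant genes and the transferases the means of all db/db arrays lay above those of all db/+ arrays (2-sided exact permutation test, unadjusted p = 0.0286). The antioxidant list was at 8.07 ± 0.04 (SD, n = 4) against 7.96 ± 0.03 (SD, n = 4). For complex IV the separation held only with the 3 genes it shares with the muscle list, which are named below. Lists of gliosis, pigment epithelium, surface epithelium and connective tissue had positive medians as well, of 0.21, 0.16, 0.25 and 0.13. The array means overlapped for complex I and for complexes II and III (2-sided exact permutation tests, p = 0.229 and 0.0571). Of the uncoupling proteins, carriers that let protons back across the inner membrane, 4 could be measured. They had a median of -0.02, a mean of 0.00 and an adjusted p = 0.979 from camera, whose direction was down, with Ucp1 at -0.02 and Slc25a14 at -0.05. Ucp2 is not analysed here. Cox6a2, Cox7a1 and Cox8b also belong to the muscle list, and in db/db array 2, where muscle genes stood high, Cox8b was at 8.19 against 5.80 to 6.04 in the other db/db arrays. The 12 complex IV genes outside the muscle list had a median of 0.09, 10 of them positive. Without db/+ array 3 the lists of complex I and of complexes II and III had adjusted p of 0.135 and 0.18, and without db/db array 2 the latter had 0.164, with 0.214 under the muscle covariate and 0.115 without db/db arrays 2 and 3. After a trend of the differences with the genomic span of genes was removed the latter had 0.0585. The median of complexes II and III lay between 0.01 and 0.06 when 1 array was left out. Without db/+ array 3 the median was 0.04 for complex IV and 0.03 for complex I, and without db/db array 4 it was 0.05 for complex I and for the antioxidant genes. The ATP synthase list passed without db/db array 3 (adjusted p = 0.0127) and without db/+ array 2 (adjusted p = 0.0111).

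**Figure D4:**
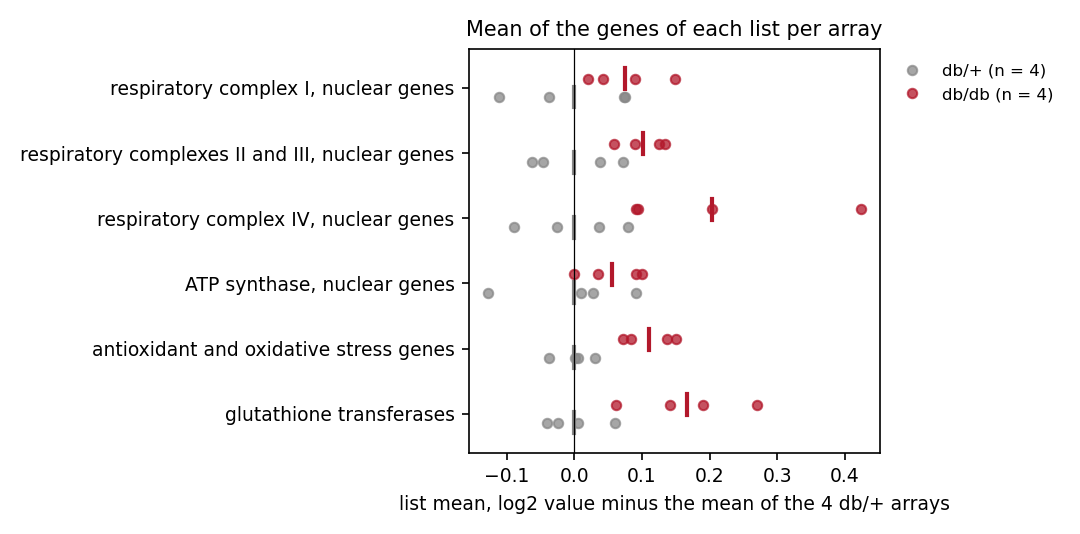
Mean log2 value of the genes of each list per array, minus the mean of the 4 db/+ arrays (x axis), for 4 lists of respiratory genes, the antioxidant genes and the glutathione transferases (y axis). Points are the 4 db/db and 4 db/+ arrays and vertical bars are group means. The complex IV, antioxidant and transferase lists have all db/db arrays above all db/+ arrays, for complex IV only with the 3 genes it shares with the muscle list. The complex IV means are 9.02 in db/db and 8.82 in db/+ before centring.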

**Table 1:** Genes up-regulated in retinas of diabetic mice.

ID	Symbol	Gene name	LogFC	P Value
71760	Agxt2l1	Alanine-glyoxylate aminotransferase 2-like 1	0.862	2.9E-07
19878	Rock2	Rho-associated, coiled-coil containing protein kinase 2	0.819	1.2E-06
66594	Uqcr11	Ubiquinol-cytochrome c reductase, complex III subunit XI	0.815	4.9E-06
11811	Apobec2	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 2	0.791	8.0E-08
20341	Selenbp1	Selenium binding protein 1	0.769	1.8E-04
57441	Gmnn	Geminin, DNA replication inhibitor	0.706	2.5E-05
15122	Hba-a1	Haemoglobin alpha, adult chain 1/2	0.691	1.4E-03
16668	Krt18	Keratin 18	0.691	9.3E-09
11815	Apod	Apolipoprotein D	0.677	5.4E-03
110880	Scn4a	Sodium channel, voltage-gated, type IV, alpha subunit	0.599	7.8E-08
19872	Rny1	RNA, Ro-associated Y1	0.591	2.9E-04
20557	Slfn3	Schlafen Family Member 12	0.577	2.4E-05
14719	Got2	Glutamic-oxaloacetic transaminase 2	0.530	2.1E-03
12865	Cox7a1	Cytochrome c oxidase subunit VIIa polypeptide 1	0.511	6.7E-04
56338	Txnip	Thioredoxin interacting protein	0.509	6.5E-05
83554	Fstl3	Follistatin-like 3	0.498	1.3E-05
12925	Crip1	Cysteine-rich protein 1	0.496	1.0E-06
319178	Hist1h2bb	Histone cluster 1, h2bb	0.486	3.3E-05
11303	Abca1	ATP-binding cassette, sub-family A (ABC1), member 1	0.485	1.7E-06
17873	Gadd45b	Growth arrest and DNA-damage-inducible, beta	0.467	8.2E-03
19725	Rfx2	Regulatory factor x,2	0.449	9.6E-04
66929	Asf1b	ASF1 anti-silencing function 1 homolog B	0.447	2.4E-05
70893	Glb1l3	Galactosidase, beta 1 like 3	0.441	9.1E-05
11830	Aqp5	Aquaporin 5	0.439	7.1E-03
30794	Pdlim4	PDZ and LIM domain 4	0.437	1.2E-05
19784	Rprl2	Ribonuclease P RNA-like 2	0.427	8.3E-04
75316	Taf1d	TATA box binding protein (Tbp)-associated factor, RNA polymerase I, D	0.418	4.5E-05
11927	Atox1	ATX1 (antioxidant protein 1) homolog 1	0.399	3.6E-05
109900	Asl	Argininosuccinatelyase	0.397	1.3E-06
108015	Chrnb4	Cholinergic receptor, nicotinic, beta polypeptide 4	0.393	1.5E-03
15561	Htr3a	5-hydroxytryptamine (serotonin) receptor 3A	0.388	6.0E-04
319155	Hist1h4c	Histone cluster 1, H4c	0.387	1.1E-03
12306	Anxa2	Annexin A2	0.387	4.3E-04
11854	Rhod	Ras homolog gene family, member D	0.386	2.8E-04
18129	Notch2	Notch gene homolog 2 (Drosophila)	0.385	1.6E-05
77462	Tmem116	Transmembrane protein 116	0.380	9.3E-05
70807	Arrdc2	Arrestin domain containing 2	0.378	1.1E-03
11853	Rhoc	Ras homolog gene family, member C	0.372	2.9E-05
227292	Ctdsp1	CTD small phosphatase 1	0.372	1.6E-03
171209	Accn3	Amiloride-sensitive cation channel 3	0.371	2.8E-03
69875	Ndufa11	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 11	0.370	3.6E-06
65972	Ifi30	Interferon, gamma-inducible protein 30	0.368	5.5E-04
74760	Rab3il1	RAB3A interacting protein (rabin3)-like 1	0.363	1.2E-04
263406	Plekhg3	Pleckstrin homology domain containing, family G member 3	0.362	6.9E-05
71660	Rarres2	Retinoic acid receptor responder (tazarotene induced) 2	0.355	6.1E-03
212974	Athl1	ATH1, acid trehalase-like 1	0.354	1.2E-03
12036	Bcat2	Branched chain amino-acid transaminase 2	0.354	1.2E-05
68337	Crip2	Cysteine-rich protein 2	0.350	5.4E-03
22228	Ucp2	Uncoupling protein 2	0.349	3.8E-03
66230	Mrps28	Mitochondrial ribosomal protein S28	0.349	1.2E-03

**Table 2:** Genes down-regulated in retinas of diabetic mice.

ID	Symbol	Gene name	LogFc	P value
12182	Bst1	Bone marrow stromal cell antigen	−0.495	9.0E-06
219257	Pcdh20	Protocadherin	−0.440	4.0E-04
319554	Idi1	Isopentenyl-diphosphate delta isomerase 1	−0.438	6.8E-05
12293	Cacna2d1	Calcium channel, voltage-dependent, alpha 2/delta subunit 1	−0.437	4.0E-04
331487	Uprt	Uracil phosphoribosyltransferase (FUR1) homolog	−0.435	8.6E-04
83924	Gpr137b	G protein-coupled receptor 137B	−0.407	1.9E-03
66917	Chordc1	Cysteine and histidine-rich domain (CHORD) containing	−0.399	3.3E-04
66637	Tsen15	tRNA splicing endonuclease 15 homolog	−0.398	7.9E-03
20383	Srsf3	Terine/arginine-rich splicing factor 3	−0.390	5.4E-03
26557	Homer2	Homer homolog 2	−0.390	1.3E-03
67681	Mrpl18	Mitochondrial ribosomal protein L18	−0.383	9.5E-03
217951	Tmem196	Transmembrane protein	−0.383	9.9E-04
105727	Slc38a1	Solute carrier family 38, member 1	−0.362	4.7E-04
74182	Gpcpd1	Glycerophosphocholine phosphodiesterase GDE1 homolog	−0.356	5.7E-06
229279	Hnrnpa3	Heterogeneous nuclear ribonucleoprotein A3	−0.352	9.5E-05
21333	Tac1	Tachykinin, precursor 1	−0.352	5.2E-03
14405	Gabrg1	Gamma-aminobutyric acid (GABA) A receptor, gamma 1	−0.352	4.2E-03
102910	Armcx4	Armadillo repeat containing, X-linked 4	−0.351	9.7E-05
59058	Bhlhe22	Basic helix-loop-helix family, member e22	−0.351	1.9E-03
14401	Gabrb2	Gamma-aminobutyric acid (GABA) A receptor, beta 2	−0.349	5.6E-05
57329	Otor	Otoraplin	−0.345	1.8E-03
70930	Nol8	Nucleolar protein 8	−0.343	3.1E-04
70620	Ube2v2	Ubiquitin-conjugating enzyme E2 variant 2	−0.342	9.7E-04
331487	Uprt	Uracil phosphoribosyltransferase (FUR1) homolog	−0.342	1.2E-03
56353	Rybp	RING1 and YY1 binding protein	−0.341	9.6E-03
71599	Senp8	SUMO/sentrin specific peptidase family member 8	−0.339	8.9E-03
15289	Hmgb1	High mobility group box 1	−0.334	6.3E-03
15505	Hsph1	Heat shock 105 kDa/110 kDa protein	−0.333	1.1E-03
93739	Gabarapl2	Gamma-aminobutyric acid (GABA) A receptor-associated protein-like 2	−0.331	7.1E-03
668923	Zfp442	Zinc finger protein 442	−0.328	6.0E-03
72289	Malat1	Metastasis associated lung adenocarcinoma transcript 1	−0.325	1.1E-04
14009	Etv1	Ets variant 1	−0.325	6.7E-03
11798	Xiap	Apoptotic suppressor protein	−0.323	2.5E-04
17968	Ncam2	Neural cell adhesion molecule 2	−0.320	6.1E-04
76184	Abca6	ATP-binding cassette, sub-family A (ABC1), member 6	−0.314	1.4E-03
12300	Cacng2	Calcium channel, voltage-dependent, gamma subunit 2	−0.314	4.8E-03
109905	Rap1a	RAP1A, member of RAS oncogene family	−0.314	8.5E-04
71206	Katnal2	Katanin p60 subunit A-like 2	−0.312	4.3E-03
20541	Slc8a1	Solute carrier family 8, member 1	−0.312	3.1E-03
14417	Gad2	Glutamate decarboxylase 2	−0.311	6.6E-03
14823	Grm8	Glutamate receptor, metabotropic 8	−0.310	2.0E-03
14799	Gria1	Glutamate receptor, ionotropic, AMPA 1	−0.310	2.8E-04
19128	Pros1	Protein S	−0.309	1.1E-03
320772	Mdga2	MAM domain containing glycosylphosphatidylinositol anchor 2	−0.307	2.9E-04
243382	Ppm1k	Protein phosphatase 1K	−0.306	1.5E-03
246229	Bivm	Basic, immunoglobulin-like variable motif containing	−0.305	8.1E-05
228942	Cbln4	Cerebellin 4	−0.304	1.4E-03
11658	Alcam	Activated leukocyte cell adhesion molecule	−0.303	1.8E-03
18718	Pip4k2a	Phosphatidylinositol-5-phosphate 4-kinase, type II, alpha	−0.302	2.9E-04
18231	Nxph1	Neurexophilin 1	−0.302	8.0E-04

**Table 3:** Gene enrichment analysis of genes differentially expressed in retinas of diabetic mice.

Ontology	GO ID	GO Term	*P* value (P<1E-03)
**Down-regulated genes**			
MF	GO:0003723	RNA binding	6.18E-08
MF	GO:0004971	Alpha-amino-3-hydroxy-5-methyl-4 isoxazole propionate selective glutamate receptor activity	1.38E-05
MF	GO:0005488	Binding	2.8E-05
MF	GO:0022891	Substrate-specific transporter activity	2.1E-04
MF	GO:0005313	L-glutamate transporter activity	2.7E-04
MF	GO:0046943	Carboxylic acid transporter activity	4.8E-04
BP	GO:0007268	Synaptic transmission	2.4E-06
BP	GO:0007268	Transmission of nerve impulse	2.98E-06
BP	GO:0035637	Multicellular organismal signaling	2.98E-06
BP	GO:0015931	Nucleobase-containing compound transport	1.0E-04
BP	GO:0044237	Cellular metabolic process	1.0E-04
BP	GO:0050657	Nucleic acid transport	1.9E-04
CC	GO:0043005	Neuron projection	3.1E-07
CC	GO:0045202	Synapse	5.5E-06
CC	GO:0005622	Intracellular	5.6E-06
CC	GO:0044456	Synapse part	5.9E-06
CC	GO:0032279	Asymmetric synapse	2.2E-05
CC	GO:0044424	Intracellular part	2.4E-05
**Up-regulated genes**			
MF	GO:0003735	Structural constituent of ribosome	8.1E-05
MF	GO:0015078	Hydrogen ion transmembrane transporter activity	3.2E-04
MF	GO:0004364	Glutathione transferase activity	6.6E-04
MF	GO:0019843	rRNA binding	7.7E-04
BP	GO:0006979	Response to oxidative stress	6.3E-05
BP	GO:0007589	Body fluid secretion	1.4E-04
BP	GO:0016049	Cell growth	4.6E-04
BP	GO:0034599	Cellular response to oxidative stress	6.3E-04
BP	GO:0090208	Positive regulation of triglyceride metabolic process	7.2E-04
BP	GO:0070301	Cellular response to hydrogen peroxide	8.5E-04
CC	GO:0005840	Ribosome	1.4E-07
CC	GO:0070469	Respiratory chain	5.8E-06
CC	GO:0022626	Cytosolic ribosome	1.0E-05
CC	GO:0044429	Mitochondrial part	1.3E-05
CC	GO:0044444	Cytoplasmic part	1.3E-05
CC	GO:0005743	Mitochondrial inner membrane	1.4E-05

Only the six most significant gene ontology (GO) terms in each category are shown (MF, molecular function; BP, biological process; CC, cellular compartment).

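Most genes of ribosomal proteins had positive and most splicing factors negative differences in db/db retinas, though the array means of the groups overlapped (2-sided exact permutation tests, p = 0.286 for the cytosolic and 0.343 for the mitochondrial ribosome and 0.143 for splicing). Of 56 measured genes of cytosolic ribosomal proteins 41 had positive differences, with a median of 0.08 on the log2 scale. Rps14 was at 9.97 ± 0.09 (SD, n = 4) against 9.63 ± 0.22 (SD, n = 4), a difference of 0.34 (standard error 0.10, adjusted p = 0.587 from limma) and past P under 0.01, and Rps21 and Rps29 differed by 0.24 and 0.25. The list was higher with an adjusted p = 0.000287 from camera (adjusted p = 0.508 with an estimated correlation). Of 76 mitochondrial ribosomal protein genes 46 had positive differences (median 0.06), with Mrpl28 at 0.36 and Mrps28 at 0.35 past P under 0.01. The list had an adjusted p = 0.0116 (adjusted p = 0.566 with an estimated correlation). Of 55 RNA-binding splicing factors 50 had negative differences (median -0.10), with Hnrnpa2b1, which packages nascent transcripts, at -0.22, Rbm25 at -0.24 and Hnrnpab at -0.19. The list was lower with an adjusted p = 4.45e-06 (adjusted p = 0.418 with an estimated correlation). None of the splicing factors passed P under 0.01, and in all 3 lists 0 genes passed adjusted over the list alone. The paper had selected 2 genes of the mitochondrial ribosome and 1 splicing factor on these arrays, and these are not independent evidence. Without db/+ array 3 the cytosolic ribosome list had an adjusted p of 0.116 and the mitochondrial ribosome list one of 0.649. The latter also had 0.136 without db/db array 2, 0.2 without db/db array 4 and 0.175 with the muscle covariate. After a trend of the differences with the genomic span of genes was removed it had 0.06. Medians of the cytosolic and the mitochondrial ribosome were 0.03 and 0.01 without db/+ array 3, and 0.04 and 0.02 without db/db array 4.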

Real time quantitative PCR confirmed an aproximately 20% reduction in the expression of genes related to neurotransmission, such as inotropic glutamate receptor-1 and -2 (Gria-1 and Gria-2), metabotropic glutamate receptor 8 (Grm8), glutamine transporter (Slc38a1) or the subunits β2 and γ1 of the gamma-aminobutyric acid A receptor (Figure 11A). These results suggest that glutamate signaling and metabolism is altered in diabetic mice.

**Figure 11:**
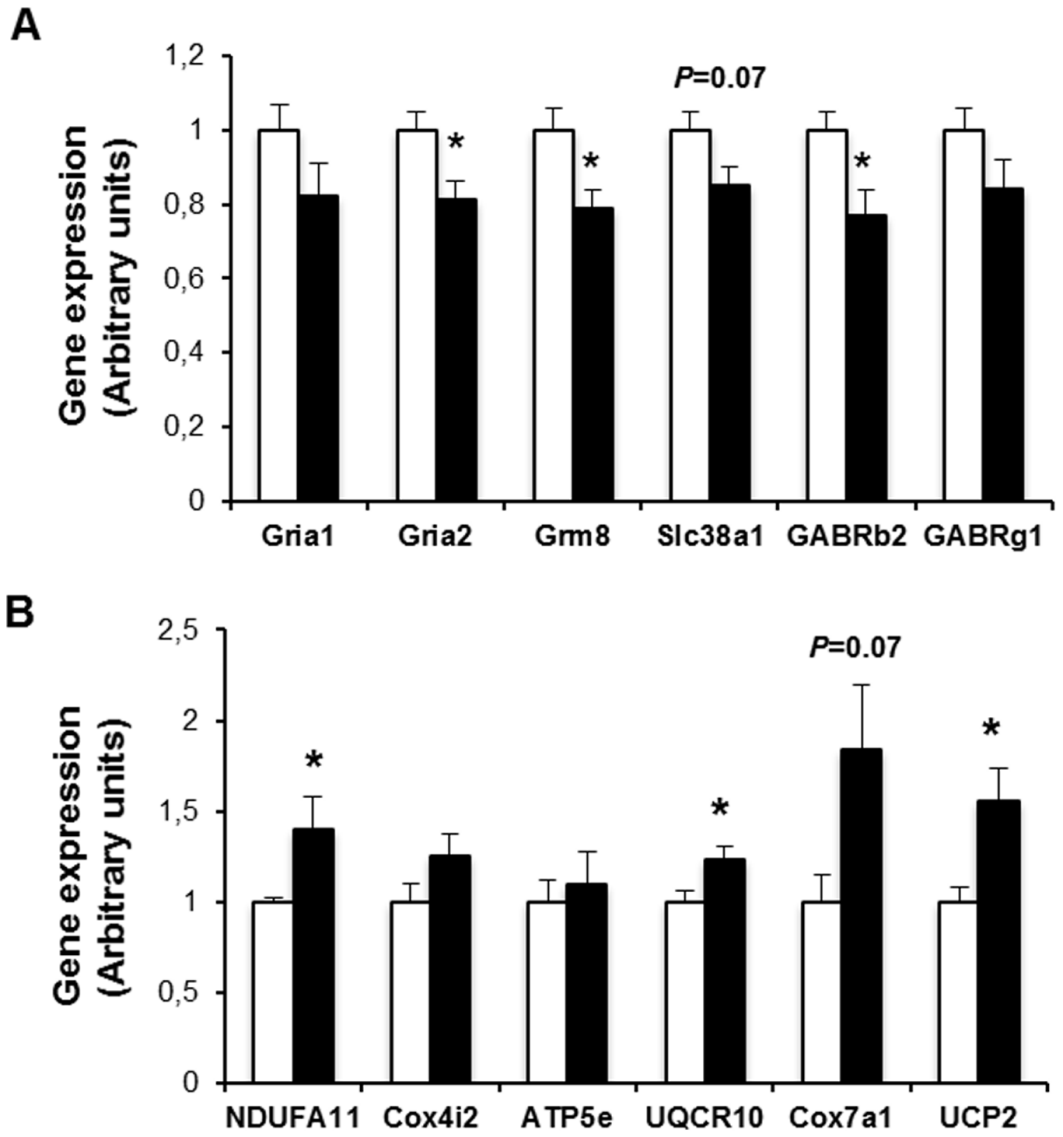
Relative expression of genes involved neurotransmission (A) and mitochondrial function (B) in retinas of diabetic mice (black bars) and control non-diabetic mice (white bars) was assessed by real-time quantitative PCR. Results are expressed as mean ± SEM, n = 9–10/group. *p<0.05.

Interestingly, we have also found that some mitochondrial genes, most of them encoding for proteins of the respiratory chain, were mildly increased in retinas of diabetic mice (Figure 11B). A parallel increase in the expression of *UCP2*, a protein involved in the control of mitochondria-derived reactive oxygen species (ROS) production, was observed (Figure 11B).

## Discussion

Neurodegeneration is an early event and plays a crucial role in the pathogenesis of DR. In fact, the main features of retinal neurodegeneration (apoptosis and glial activation) have been found in the retina of diabetic donors without any microcirculatory abnormalities appearing in the ophthalmologic examinations performed during the year before death [6], [29]. In addition, there are several pieces of evidence to suggest that neurodegeneration participates in early microvascular abnormalities that occur in DR [9]–[11], [13], [15], [30]–[32]. In this regard, blood-retinal barrier (BRB) breakdown as the result of VEGF upregulation produced by glutamate-induced excitotoxicity has been well documented [9], [11], [12], and a cross-talk between neurodegeneration and vasoregression has been reported [10], [13]. In addition, the impairment of neurovascular coupling which can be detected in diabetic patients without structural abnormalities [32], [33] seems primarily mediated by ganglion cell damage [34]. Finally, it has been shown that a delayed multifocal ERG implicit time predicts the development of early microvascular abnormalities [29], [35]–[37]. Therefore, it is reasonable to hypothesize that therapeutic strategies based on neuroprotection will be effective in preventing or arresting DR development. However, the morphological and functional characterization of neurodegeneration in a spontaneous diabetic model is a challenge that had to be met. In the present study we have evaluated the neurodegenerative process in retinas of db/db mice and we have found the same features that occur in retinas from diabetic donors. These findings permit us to propose the db/db mouse as a good model for DR and appropriate for testing neuroprotective drugs.

Mice are more resistant to the STZ effect and present a lower degree of retinal lesions compared to rats. Nevertheless, because of its great potential for genetic manipulation, the mouse offers a unique opportunity to study the molecular pathways involved in disease development. In the present study we have found that the spontaneous development of diabetes in db/db mice results in a progressive thicknness of the neuroretina in comparison with non-diabetic mice, mainly due to the apoptosis of the ganglion cell layer (GCL). In this regard, we found a 24% reduction in the number of cell bodies in the GCL at 8 weeks (after 4 weeks of hyperglycemia). This reduction increased at 16 weeks to 29%. These results are in agreement with those recently reported by Tang et al [22] showing that ganglion cell number and total retinal thickness are decreased in db/db mice compared with wild-type controls. In addition, it should be mentioned that, as occurs in db/db mice, GCL has been the layer with the highest rate of apoptosis in human retinas [6], [7], [38]. Noteworthy, thinning of the GCL has been found in diabetic patients with no or only minimal DR [6], [39]–[41]. Apart from the loss of cells in the GCL we also found a thinning of the ONL in db/db mice, which had already been found at 8 weeks. In this regard we demonstrated DNA nuclear fragmentation in photoreceptors by using transmision electron microscopy, thus clearly indicating the presence of apoptosis. This finding is consistent with the impairment of a-wave observed in the ERG studies.

Neural apoptosis is accompanied by changes in both types of glial cells (microglia and macroglia), the most representative being those occurring in Müller cells, the predominant type of macroglial cells. Retinal astrocytes normally express GFAP, while in Müller cells this expression is much lower. However, in diabetes an aberrant overexpression of GFAP is shown by Müller cells [42]. Cheung et al [19] have previously reported that GFAP and cleaved caspase 3 labeling were increased in the retina of db/db mice compared with non-diabetic controls. In the present study we have found a significant overexpression of GFAP at 8 weeks, thus running in parallel with the apoptotic changes. This is a significant feature that has not been found in other spontaneous diabetic mice such as the Ins2^Akita^ mouse model [43].

In order to explore whether neurodegeneration detected in homozygous db/db animals is of a genetic nature or related to hyperglycemia we examined the effect of lowering blood glucose levels on retinal neurodegeneration. We found a significant reduction of the most important features of neurodegeneration (apoptosis, glial activation, ERG abnormalities) by lowering blood glucose levels in db/db mice. Therefore, diabetes is the main reason accounting for the retinal neurodegeneration that occurs in db/db mice.

It is possible that glial activation is a consequence of neural death. In fact we have recently found the activation of the Fas/FasL death receptor pathway in the diabetic eye which can induce the secretion of pro-inflammatory cytokines, thus leading to neuroinflammation and glial activation [44]. On the other hand, Müller cells produce factors capable of modulating blood flow, vascular permeability, and cell survival. Therefore, these cells could play a primary role in accounting for neural death. Further studies to unravel the hierarchical role of apoptosis and glial activation in the neurodegenerative process of DR are needed.

We have also examined the functional consequences of retinal neurodegeneration by means of sequential ERG. The abnormalities here reported in db/db mice in b-wave and OPs (reduced amplitude and prolonged implicit time) were similar to those described in the early stages of DR in diabetic patients [45], [46]. The type of ERG abnormality could help to identify anatomically the location of retinal damage. In this regard, the OPs have been shown to be derived from the inner plexiform layers involving the axon terminals of the bipolar cells, the processes of the amacrine cells, and the dendrites of the ganglion cells [47]. By contrast, changes in b-wave amplitudes and implicit times are consistent with defects in the mid-retinal layer.

Nevertheless, ERG abnormalities in the diabetic retina are not only due to apoptosis of retinal neurons. In this regard, both glial activation and changes in blood glucose levels have been involved in the ERG abnormalities observed in diabetic patients without cellular loss or major structural damage [48], [49].

In the present study we found a progressive increase of glutamate accumulation in diabetic mice. Glutamate accumulation in extracellular space and the overactivation of glutamate receptors (“excitotoxicity”) plays an important role in retinal neurodegeneration. In fact, elevated levels of glutamate in the retina have been found in experimental models of diabetes [50]–[52], as well as in the vitreous fluid of diabetic patients [53]. Glutamate transporters are essential for keeping the extracellular glutamate concentration below neurotoxic levels [54]. In this regard, the glial GLAST, the main glutamate transporter expressed by Müller cells, is the most dominant glutamate transporter, accounting for at least 50% of glutamate uptake in the mammalian retina [55]. A reduction of GLAST expression in rat retinas with diabetes induced by STZ has been reported [56], [57]. However, to the best of our knowledge GLAST expression in db/db mice mouse has not previously been examined. We observed a significant reduction of GLAST in diabetic (db/db) mice in comparison with non-diabetic (db/+) mice. This finding could contribute to the glutamate accumulation that leads to neurodegeneration in db/db mice. It is worth mentioning that we did not find any differences in GLAST mRNA levels between diabetic and non-diabetic mice, thus suggesting that the differences in GLAST could be attributed to post-translational changes.

To the best of our knowledge this is the first transcriptomic analysis performed in the db/db model. 

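Of the 15 genes for glutamate and glutamine transporters 10 had positive and 5 negative differences in db/db retinas. Slc17a6, the vesicular glutamate transporter of ganglion cells, was at 8.21 ± 0.18 (SD, n = 4) in db/db and 8.50 ± 0.12 (SD, n = 4) in db/+, a log2 difference of -0.29 (standard error 0.10, adjusted p = 0.659 from limma). Slc17a8, the vesicular transporter of a group of amacrine cells, had -0.24, the neuronal uptake carrier Slc1a1 -0.22 and the glutamine carrier Slc38a1 -0.11. With the probe set of the largest interquartile range Slc38a1 had -0.36 and passed P under 0.01, and with the mean of its probe sets it had -0.24 and did not pass. With the probe set of the highest mean none of the 15 genes passed P under 0.01 and 0 passed adjusted over the list alone. The list had a median of 0.02 and a mean of -0.00. Camera gave the direction as down, with an adjusted p = 0.865. Of 13 enzymes of glutamate metabolism 7 had positive and 6 negative differences (median 0.01, mean -0.01, adjusted p = 0.946, with the direction given as down). Bcat2, the mitochondrial branched-chain aminotransferase, was higher by 0.35 and passed P under 0.01, the 1 gene to pass adjusted over the list alone, though the paper had selected it on these arrays. Gad2, which makes GABA from glutamate, was at -0.31 and Gpt2 at -0.15, and neither passed. Of the glutamate receptors beside the AMPA and metabotropic families, 5 of 6 NMDA receptor genes had negative differences (median -0.09, adjusted p = 0.261), with Grin2b at -0.18, and so had 5 of 6 kainate and delta receptor genes (median -0.07, adjusted p = 0.515), with Grik2 at -0.23. Without db/db array 4 the kainate and delta list passed, with an adjusted p of 0.0167. Without db/db array 3 the median of that list turned to 0.04 (adjusted p = 0.512). Without db/db arrays 2 and 3 it was 0.14 (adjusted p = 0.0526).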

We found a downregulation of several genes related to glutamate metabolism (glutamate receptors and glutamate transporters) in early stages of DR in db/db mouse. This finding could lead to the observed extracellular glutamate accumulation, thus inducing excitotoxicity. As previously commented, it has been reported that diabetes down-regulates genes implicated in glutamate transporter in animal models. However, the information on genes related to glutamate receptors is controversial and mainly focused in STZ-diabetes induced animal models [58]–[61]. Furthermore, we found a simultaneously upregulation of mitochondrial UCP2 that could be contemplated as a mechanism to mitigate oxidative stress. This finding links glutamate excitotoxicity and oxidative stress and suggests that a vicious cycle involving glutamate excitotoxicithy, oxidative stress and mitochondrial dynamics reported in a non-diabetic model of retinal neurodegeneration could also be applied to diabetic retina [62]–[65].

In conclusion, the db/db mouse reproduces the features of the neurodegenerative process that occurs in the human diabetic eye. Therefore, it seems an appropriate model for investigating the underlying mechanisms of diabetes-induced retinal neurodegeneration and for testing new neuroprotective drugs.

How the deposited data were processed for this re-analysis (not part of the article)

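Neuroretinas of 4 db/db samples and 4 db/+ littermate samples on the C57BLKS/J background, all at 8 weeks of age, were measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample. Groups and replicate numbers were taken from the sample labels. The methods give 4 samples per group, RNA from a column kit, labelling with a whole-transcript kit and scanning on the GeneTitan, with images processed in Microarray Analysis Suite 5.0 and statistics in Bioconductor. The submitters' processing notes name MAS5 and RMA with no role or order, and versions and chip definition are not given in the sources used here. The values are log2 expression values per probe set, deposited by the authors after normalization across the arrays. They run from 1.74 to 13.46, and the array medians lie between 5.35 and 5.41.

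From these values, probe sets were joined to genes through an annotation table of the array. Of 35556 probe sets 21789 carried exactly 1 gene, 1621 carried several and 12146 carried none, and the last 2 kinds were left out. Of genes with several probe sets, 998 in all, the probe set with the highest mean over the 8 arrays was used, which gave 19939 genes. Symbols were updated through a RefSeq gene table on GRCm38.p6, which held 19856 of the genes, and 83 kept the symbol of the array annotation. The same table gave the genomic span of 99.58% of the genes and the neighbours of Lepr. No coordinates are printed, since the build behind the array annotation is not given in the sources used here.

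The difference db/db minus db/+ was tested in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, with Benjamini-Hochberg adjustment over all genes. The paper's threshold of P under 0.01 was used beside an adjusted p under 0.05. The moderation had 6.1 prior degrees of freedom and the median residual SD of a gene was 0.118. Of 51 gene lists, 50 cover synapses, glutamate handling, mitochondria, oxidative stress, ribosomes, splicing, stress responses, retinal cell types and neighbouring tissues, and 1 holds the genes the paper names. Each was tested with camera at a preset correlation of 0.01, again with an estimated correlation, with fry and with Fisher's exact test, each adjusted over the lists. Members were also counted past P under 0.01 and adjusted over the list alone. Values of single quantities were compared by 2-sided exact permutation tests over the 35 splits of 8 arrays into 4 and 4, whose smallest p is 0.0286. The p of these tests were not adjusted over the lists. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

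Genes named in the text follow a rule fixed with the lists. It takes the genes of Fig. 11 and a few others the paper discusses, the 10 genes in each direction with the largest change past the adjusted test, filled by smallest P, whose db/db arrays all lie on one side of the db/+ arrays, the 2 to 4 members of each list with the smallest P in its direction, and any gene of Tables 1 and 2, whose printed values had been seen. Unnamed predicted genes and small RNAs were left out of it. Genes of the tables were matched by Entrez ID, or by symbol where the printed ID is not in the annotation (Armcx4). Ucp2 has no probe set with exactly 1 gene and is not analysed here.

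The code was tested on simulated data with the spread of the real genes. Over 20 runs limma called 67.4%, 93.2%, 98.6% and 99.2% of genes that differed by 0.3, 0.5, 0.8 and 1 at P under 0.01, and 1.056% of the unchanged genes. At an adjusted p under 0.05 these were 18.9%, 69.8%, 92.59% and 97.2%, and 0.03908%. A shift of 0.1 in the complex I list was called in 19 of 20 runs, with 0.2 other lists called per run. On the real arrays the splits other than the real one called 5 to 29 lists. The simulated rate of other lists therefore cannot be taken as the rate of false calls on these arrays.

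Alternatives were another variance moderation, the methods' t-test per gene, the replicate number as a block, array weights, a repeated quantile normalization, median centring, filters on the lowest 40% of means and on the smallest 50% of interquartile ranges, other rules for genes with several probe sets, probe sets without collapsing, other thresholds, other list tests and leaving out each array. Added after seeing the data were a block of replicates 1 and 2 against 3 and 4, the lens or the muscle list as a covariate, leaving out db/db arrays 2 and 3, and removal of the trend with gene span. The replicate numbers did not pair the arrays. Deviations from the group means correlated between same-numbered arrays at -0.07, 0.10, -0.08 and -0.06, and 1 of the 8 arrays was closest to its own number in the other group.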

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

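The tests of the gene counts over other splits, of the span trend between arrays, of the small nucleolar RNAs over other splits and against other small RNAs, and of the muscle genes were chosen only after the result was seen.

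As many genes as the 305 at P under 0.01 passed in 5 of the 35 splits of the 8 arrays into 4 and 4, with up to 405 in another split, and as many as the 1 gene at an adjusted p under 0.05 in 3 of the 35, with up to 5, so chance cannot be excluded for either count. The split with 405 genes sets replicates 1 and 2 of both groups against replicates 3 and 4, and with these as a block 382 genes passed for genotype. For the 30 gene lists past camera's threshold only the real split, 1 of the 35, reached that number, the smallest share the splits allow. The margin was 1 list, since the highest other split reached 29, and 0 lists passed with an estimated correlation and 0 with fry. The share of splits cannot decide on chance for the lists. Some lists follow themes that the paper found on these arrays in the real grouping, which favours the real split, and the margin is small. Longer genes had lower fold changes (Spearman correlation -0.149 across genes, which are not independent replicates), and after the trend with genomic span was removed 10 of the 14 called lists on the paper's themes kept their call, which argues against span as the whole cause, while the median moved from -0.10 to -0.09 in the metabotropic receptors, -0.10 to -0.05 in the calcium channels, 0.03 to 0.02 in complexes II and III and 0.06 to 0.05 in the mitochondrial ribosome where the call was lost, and the adjusted p from 0.0224, 0.0106, 0.0246 and 0.0116 to 0.06, 0.0699, 0.0585 and 0.06. The correlation of an array with gene span differed by -0.113 between the groups (2-sided exact permutation test, p = 0.171) and ranged over 0.178 within db/db and 0.206 within db/+, which is consistent with arrays that differ apart from genotype, and an effect of genotype stays open.

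The paper does not report on small nucleolar RNAs, which were higher in db/db. Over 54 genes the median log2 difference was 0.40, 50 were positive, 28 passed P under 0.01, and the array means lay between 7.41 and 7.74 in db/db and 6.96 and 7.28 in db/+ (2-sided exact permutation test, p = 0.0286, the smallest possible). Only the real split, 1 of 35, gave a mean difference as large as 0.397, with 0.334 in the highest other, but the class was picked because it was seen to be higher, so neither this nor the p above excludes chance, and the 27 genes whose span holds one of them had a median of -0.0168 (95% interval -0.0445 to 0.0352), which argues against higher host transcripts. A higher yield of small RNAs cannot be told apart, because the median of 17 other small RNA genes, microRNA precursors left out, was 0.156 (95% interval 0.134 to 0.427), below 0.199, which is 50% of the small nucleolar RNA median, with an interval that reaches above it, although 5 of the 17 passed P under 0.01 and their array means lay at 7.87 in db/db and 7.55 in db/+, also without overlap (2-sided exact permutation test, p = 0.0286), and the 297 microRNA precursors, with a median of -0.00843 and means of 4.10 in both groups, lie below the median signal of the arrays. With Snord73b counted among the other small RNAs, as the annotation has it and as the test was first run, that median was 0.194 against 0.184 and met the prediction, so the reading depends on 1 gene, which was moved after the result was seen, and an effect of genotype stays open.

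Skeletal muscle genes averaged 6.34 in db/db array 2, far from the nearest db/db array at 4.91. Of 28 muscle genes 26 were highest in that array, among them Acta1 at 7.75 and Mb at 8.25, while 6 of the 28 lie above the median gene in db/+ retinas and 3 belong to another list. Without that array the difference was 0.0435, with db/db arrays from 4.87 to 4.91 overlapping the db/+ arrays up to 4.90, which argues against genotype as the cause. Muscle tissue carried into that 1 sample may account for the values, but cannot be told apart by the test as set, which asked that the 3 other db/db arrays lie within the db/+ range, and 1 of them lay above it by 4.914 to 4.905.

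Other values that stood apart were found in 4 of 102 groups of list means, the muscle list included, and 6 of 76 groups of gene values, where chance sets apart about 1 in 20 groups. The AMPA receptor list averaged 8.26 in db/db array 3, with the nearest at 8.60. The interferon list averaged 5.53 in db/db array 3, with the nearest at 5.31, and the uncoupling proteins 5.64 in db/+ array 2, with the nearest at 5.51. Krt18 was at 9.98 in db/db array 3, with the nearest at 9.64. Fas was at 3.40 in db/db array 2, with the nearest at 3.70, and Tc2n at 4.60 in the same array, with the nearest at 4.13. Abca1 was at 7.70 in db/db array 4, with the nearest at 7.97. Vegfa was at 9.43 in db/+ array 3, with the nearest at 9.10, and Bivm at 8.26 in db/+ array 4, with the nearest at 8.34.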

How the results depend on the processing

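The block of replicates 1 and 2 against 3 and 4, the lens and muscle covariates, the fit without db/db arrays 2 and 3 and the removal of the span trend were chosen only after the results were seen, and the other alternatives earlier. Over the earlier ones the gene lists gave the same call 968 times, a lost call 124 times and a gained one 28 times, and the named genes 4366, 251 and 158 times. Over the added ones these were 213, 26 and 11 for lists and 1214, 68 and 63 for genes. The 305 genes (203 higher, 102 lower) were 1412 (743 and 669) at P under 0.05 and 49 (43 and 6) at P under 0.001. Leaving out 1 array gave 229 (without db/+ array 4) to 465 (without db/db array 2), and 59 (without db/+ array 1) to 201 (without db/db array 2) lower genes, with 67 without db/+ array 3. The methods' t-test gave 131 higher genes, 127 of the 305 shared, and 23 of the 51 genes of Tables 1 and 2. Uncollapsed probe sets gave 467 (212 lower), the muscle covariate 498 (209 lower) and the filter on the interquartile range, which tests fewer genes, 197 (47 lower). Genes past an adjusted p under 0.05, 1 before, all higher, were 0 with the t-test, with uncollapsed probe sets, with the muscle covariate and without db/db arrays 2 and 3, 0 to 2 without 1 array, 4 with trend and robust moderation, 20 after the interquartile filter, 10 with the lens covariate, 8 with the replicate number as a block and 2 with the block of replicates 1 and 2 against 3 and 4. The 30 lists were 0 with an estimated correlation, 0 with fry (lowest adjusted p 0.163) and 6 with Fisher's exact test. Taf1d turned from -0.07 to 0.42 with the probe set of the largest interquartile range. Without db/db arrays 2 and 3 camera's direction turned to up for calcium channels, bipolar and amacrine cells, with medians of 0.0169, -0.0330 and -0.0229. Beyond fewer genes or samples the cause was not tested. A correction for transcript length and GC content, alone or with the block, was not run, since the gene table used here gives neither. At the spread and number of these arrays a difference of 0.3 passed the adjusted test in 18.9% of simulated genes. No measure of background was used; of the 305 genes 240 lie above the 40% of genes with the lowest mean.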

Differences from the paper's values

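The paper's printed values had been seen when the tests were set, and the added alternatives named below were chosen only after the result was seen. All counts use the paper's threshold of P under 0.01.

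The paper's count of differentially expressed genes is 657 and the count here is 305. Of the alternatives set before the data were examined, uncollapsed probe sets (467) and the fit without db/db array 2 (465) come within 1.5 times the paper's count and the others do not. The counts of uncollapsed probe sets are not counts of genes, whereas the paper counted genes after removing redundant and non-annotated ones. They are therefore not a like comparison. The paper's number of up-regulated genes is 316 and the number here is 203. The replicate number as a block (243), uncollapsed probe sets (255) and the fits without db/db array 1 (250) or 2 (264) come within 1.5 times it and the others do not. The paper's number of down-regulated genes is 341 and the number here is 102, and none of those alternatives comes within 1.5 times it. Of the alternatives chosen after seeing the values, the muscle covariate comes within 1.5 times the paper's total and number of up-regulated genes (498 in all, 289 higher). The block of replicates 1 and 2 against 3 and 4 (239 higher) and the lens covariate (216 higher) do so for the up-regulated genes alone. In these fits, in that order, 209, 143 and 76 genes were lower, which is not within 1.5 times the paper's number. Of the genes of Tables 1 and 2 the same fits call 56, 63 and 40, against 51 in the fit without covariates.

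Of 92 genes of Tables 1 and 2 that could be compared, 80 had a log2 fold change of the paper's sign that differed from it by no more than the residual SD of the gene, called the error below, and 12 did not. Within 0.01 of the printed value were 39 genes of Table 1 and 34 of Table 2. The paper's log2 fold change of Gmnn is 0.706 and the value here is -0.00168, that of Slfn3 is 0.577 and here 0.15, that of Got2 is 0.530 and here 0.0290, and that of Mrpl18 is −0.383 and here 0.16. None of the alternatives set before the data were examined brings these 4 within the error. The paper's value of Taf1d is 0.418 and here -0.0684, and with the probe set of the largest interquartile range it is 0.42, the only such alternative within the error. The paper's values of Tsen15, Slc38a1, Rybp, Gabarapl2 and Etv1 are −0.398, −0.362, −0.341, −0.331 and −0.325, and here -0.0345, -0.11, -0.10, -0.0434 and -0.12. With the probe set of the largest interquartile range they are -0.40, -0.36, -0.34, -0.33 and -0.32, and with the mean of the probe sets -0.22, -0.24, -0.22, -0.19 and -0.22, and the other alternatives are not within the error. The paper's value of Srsf3 is −0.390 and here -0.17, within the error under median centring, the mean of the probe sets and without db/db array 1 or 2 or db/+ array 3 or 4, and not under the others. The paper's value of Rap1a is −0.314 and here -0.14, within the error with the replicate block, under median centring and without db/db array 1 or 2 or db/+ array 2 or 4, and not under the others.

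In direction, 43 of 45 genes of Table 1 and 46 of 47 of Table 2 lie as printed, and Gmnn, Taf1d and Mrpl18 do not. The P here was larger than the printed one for 44 in each table. The paper names Bioconductor for the arrays and a t-test for continuous variables. It does not say which test gave the printed P, so the 2 sets of P may come from different tests. Of these genes 51 passed P under 0.01 here. More passed with trend and robust moderation (58), the replicate block (62), median centring (56), the probe set of the largest interquartile range (55), the mean of the probe sets (52), the filter on the interquartile range (52) and the fits without db/db array 1 (54) or 2 (56).

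The paper states that terms of glutamate transport are enriched among the lower genes. Here none of 15 transporter genes passed P under 0.01 with the probe set of the highest mean, and the list had a median of 0.02. The paper tested terms among its own called genes, while this list holds glutamate and glutamine transporters, so the measures differ. With the probe set of the largest interquartile range Slc38a1, which the paper reports as reduced in its real-time PCR, had -0.36 and passed. The result for Slc38a1 thus depends on the choice of probe set. By contrast all 4 AMPA receptor genes, Gria1 and Gria2 of the paper's text among them, had negative differences.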

Other observations

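The test of genes near Lepr was chosen only after the result was seen.

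Most genes of gliosis, astrocytes, microglia and the interferon response had positive differences in db/db retinas, in part through 1 array, while the list of Muller glia, the main glia of the retina, did not pass over all arrays. Of 24 genes of gliosis 20 had positive differences with a median of 0.21. Lcn2 differed by 0.76 and the protease inhibitor Serpina3n by 1.13 (standard error 0.34, adjusted p = 0.612 from limma), both past P under 0.01, and 1 gene passed adjusted over the list alone. Gfap, the intermediate filament of reactive glia, was at 5.80 ± 0.31 (SD, n = 4) against 5.43 ± 0.19 (SD, n = 4), a difference of 0.37 with an adjusted p = 0.7. Camera gave an adjusted p = 2.47e-05 (adjusted p = 0.418 with an estimated correlation), and the list mean was 7.08 in db/db array 3, where Serpina3n was at 8.28, against 6.46 to 6.57 in the other db/db arrays. The array means of the groups overlapped for gliosis, astrocytes and interferon genes (2-sided exact permutation tests, p = 0.0571, 0.114 and 0.0857). Muller glia had a median of 0.08 (adjusted p = 0.0657), with 1 gene past P under 0.01, which was lower, and passed without db/db array 2 (0.00863) or db/+ array 1 (0.00675) or 3 (0.0181). The median of Muller glia was 0.03 without db/+ array 4 (adjusted p = 0.415) and 0.04 without db/db array 3 (adjusted p = 0.0986). Of 19 genes of microglia and macrophages 12 had positive differences (median 0.13). Their signal was low, with 1 of the 19 above the median gene in db/+ retinas, against 7 of 25 interferon and 4 of 10 astrocyte genes. The lysozyme Lyz2 at 0.54, the signalling adaptors Fcer1g at 0.50 and Tyrobp at 0.32 and the receptor Csf1r at 0.32 passed P under 0.01, and these 4 passed adjusted over the list alone. The means of all db/db arrays lay above those of all db/+ arrays (2-sided exact permutation test, unadjusted p = 0.0286). The microglia list had an adjusted p = 0.000787 (adjusted p = 0.353 with an estimated correlation) and one of 0.00366 with Fisher's exact test. Of 10 astrocyte genes 7 had positive differences (median 0.26), with the calcium-binding protein S100b at 0.30, and 1 passed adjusted over the list alone (adjusted p = 0.00136, and adjusted p = 0.353 with an estimated correlation). Of 25 interferon response genes 19 had positive differences (median 0.10), with Ifi30 at 0.37 (adjusted p = 0.00128, and adjusted p = 0.418 with an estimated correlation). Its adjusted p was 0.0605 without db/db array 3 and 0.253 without db/db arrays 2 and 3. Medians without db/db array 3 were 0.09 for gliosis, 0.06 for microglia and 0.04 for interferon genes, without db/+ array 2 they were 0.12 for astrocytes and 0.06 for interferon genes, and without db/db array 1 0.20 for microglia.

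Among lists of stress and hormone responses some medians were positive and others negative, and no list passed with an estimated correlation. Of 29 heat shock proteins and cochaperones 22 had negative differences (median -0.09). Hsph1 at -0.33, Chordc1 at -0.40 and the reticulum chaperone Hsp90b1 at -0.24 passed P under 0.01, and 2 passed adjusted over the list alone, of which the paper had selected Hsph1 and Chordc1 on these arrays (adjusted p = 0.000221, and adjusted p = 0.373 with an estimated correlation). Of 23 glucocorticoid-responsive genes 15 had positive differences (median 0.11). Lcn2, Txnip and Arrdc2, at 0.38, passed P under 0.01 and adjusted over the list alone. In the means of this list all db/db arrays lay above all db/+ arrays (2-sided exact permutation test, unadjusted p = 0.0286). The paper had selected 3 genes of this list on these arrays, Txnip and Arrdc2 among them, which are not independent evidence, and the median was 0.18 without db/db array 1. Camera's adjusted p was 0.00136 (adjusted p = 0.353 with an estimated correlation). Immediate early genes had a median of 0.10, with Maff at 0.27 and Ier3 at 0.26 (adjusted p = 0.0295, and adjusted p = 0.559 with an estimated correlation). The list had adjusted p of 0.0785, 0.599, 0.48 and 0.0925 without db/db array 3 or 4 or db/+ array 2 or 4. Its medians ran from 0.03 to 0.16 when 1 array was left out. After the trend with genomic span was removed its adjusted p was 0.0781. Cholesterol synthesis genes had a median of -0.04, with Idi1 at -0.44 and Insig1 at -0.21 (adjusted p = 0.0295, and adjusted p = 0.508 with an estimated correlation). The list had adjusted p of 0.296, 0.108, 0.163 and 0.11 without db/db array 2 or 3 or db/+ array 1 or 4. Its medians ran from -0.09 to -0.02 when 1 array was left out. The adjusted p was 0.0832 with the lens covariate, 0.391 with the muscle covariate and 0.894 without db/db arrays 2 and 3. Circadian clock genes had a median of 0.05 with Ciart, a repressor of the clock, at 0.49 (adjusted p = 0.0931), and passed without db/+ array 1 (0.034) or 3 (0.0405). Apoptosis genes had a median of 0.03, with Xiap, an inhibitor of caspases, at -0.32 and Tnfrsf1a at 0.36 (adjusted p = 0.811). Glucose uptake and glycolysis had a median of 0.01 (adjusted p = 0.617), vascular growth and permeability 0.03 with Pdgfb at 0.27 (adjusted p = 0.161, and 0.0474 without db/+ array 3), and histones 0.02 with H2bc3 at 0.49 (adjusted p = 0.261). The 18 genes the paper names had a median of 0.00 (adjusted p = 0.369), 6 higher and 5 lower adjusted over the list alone, which is not independent evidence.

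Of the other cell types and tissues, cone genes had a median of -0.03 (adjusted p = 0.618), horizontal cells -0.07 (adjusted p = 0.175, and 0.00809 without db/db array 4), endothelial cells -0.02 (adjusted p = 0.865), pericytes and smooth muscle 0.04 (adjusted p = 0.279), blood 0.02 (adjusted p = 0.825) and ciliary body and iris 0.07 (adjusted p = 0.0639). The last passed without db/db array 1 (0.0286) or 2 (0.0384) or db/+ array 1 (0.0133) or 3 (0.0132). Without db/+ array 2 the median of ciliary body and iris was -0.01 (adjusted p = 0.501), and without db/db array 3 it was 0.001 (adjusted p = 0.203). Horizontal cells had a median of -0.04 without db/db array 3 (adjusted p = 0.969). Without db/db arrays 2 and 3 their median was 0.01 (adjusted p = 0.253). With the lens covariate circadian clock, histones, Muller glia, pericytes and ciliary body passed (0.0308, 0.0449, 0.0357, 0.0308 and 0.00986). Pigment epithelium and melanocyte genes had a median of 0.16, with Krt18 and Mlana at 0.69 and 0.54 (adjusted p = 4.11e-05, and adjusted p = 0.353 with an estimated correlation), surface epithelium 0.25 (adjusted p = 9.06e-07, and adjusted p = 0.353 with an estimated correlation) and connective tissue and sclera 0.13 (adjusted p = 0.00022, and adjusted p = 0.353 with an estimated correlation). Of their members 11 of 24, 3 of 21 and 3 of 20 lie above the median gene in db/+ retinas, and 4, 3 and 1 belong to another list. Surface epithelium averaged 5.76 and 5.71 in db/db arrays 2 and 4 and 5.14 and 5.00 in 1 and 3, and had a median of 0.14 without db/db array 2. Pigment epithelium had 0.10 without db/db array 4 and 0.09 without db/+ array 2. Connective tissue had 0.19 without db/db array 3, and its adjusted p was 0.0967 with the muscle covariate and 0.0526 without db/db arrays 2 and 3. Skeletal muscle genes had a median of 0.44 (adjusted p = 8.05e-07, and adjusted p = 0.478 with an estimated correlation) and one of -0.01 without db/db array 2, with an adjusted p of 0.408. Lens genes had a median of -0.40 (adjusted p = 0.000494, and adjusted p = 0.508 with an estimated correlation). They were lowest in db/db array 1 for 13 of 23 genes and in db/db array 3 for 7, and the list had an adjusted p of 0.157 or 0.173 without either, while the median was -0.72 without db/db array 4 and -0.71 without db/+ array 2.

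Of single genes the paper discusses, Slc1a3, which encodes GLAST, was at 9.81 ± 0.13 (SD, n = 4) in db/db and 9.80 ± 0.06 (SD, n = 4) in db/+, a difference of 0.01 (adjusted p = 0.991). Fas differed by 0.15, Fasl by -0.06, Vegfa by 0.09 and the reference gene Ppia by -0.02, none past P under 0.01. Lepr differed by 0.00 at 2.80 in both groups, near the lower end of the values.

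A hypothesis tested was that alleles linked to the db mutation account for some of the called genes. Of 122 genes within 10 Mb of Lepr 0 passed P under 0.01 in limma, against 1.54% among all other genes (Fisher's exact test, p = 0.269). At P under 0.05, 6 of the 122 genes passed, and 1412 of all 19939 genes did. The methods' t-test called 3 of them, and 1 passed without db/db array 2 or 3, db/db arrays 2 and 3 together or db/+ array 2, and with the lens or the muscle covariate. The upper 95% limit of the share near Lepr is 2.98%, so linked alleles cannot be told apart as a source there with so few genes. Across chromosomes the lowest adjusted p of Fisher's exact test was 0.151.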
